# Potent Stimulation of the Androgen Receptor Instigates a Viral Mimicry Response in Prostate Cancer

**DOI:** 10.1158/2767-9764.CRC-21-0139

**Published:** 2022-07-25

**Authors:** Mohammadreza Alizadeh-Ghodsi, Katie L. Owen, Scott L. Townley, Damien Zanker, Samuel P.G. Rollin, Adrienne R. Hanson, Raj Shrestha, John Toubia, Tessa Gargett, Igor Chernukhin, Jennii Luu, Karla J. Cowley, Ashlee Clark, Jason S. Carroll, Kaylene J. Simpson, Jean M. Winter, Mitchell G. Lawrence, Lisa M. Butler, Gail P. Risbridger, Benjamin Thierry, Renea A. Taylor, Theresa E. Hickey, Belinda S. Parker, Wayne D. Tilley, Luke A. Selth

## Abstract

Inhibiting the androgen receptor (AR), a ligand-activated transcription factor, with androgen deprivation therapy is a standard-of-care treatment for metastatic prostate cancer. Paradoxically, activation of AR can also inhibit the growth of prostate cancer in some patients and experimental systems, but the mechanisms underlying this phenomenon are poorly understood. This study exploited a potent synthetic androgen, methyltestosterone (MeT), to investigate AR agonist-induced growth inhibition. MeT strongly inhibited growth of prostate cancer cells expressing AR, but not AR-negative models. Genes and pathways regulated by MeT were highly analogous to those regulated by DHT, although MeT induced a quantitatively greater androgenic response in prostate cancer cells. MeT potently downregulated DNA methyltransferases, leading to global DNA hypomethylation. These epigenomic changes were associated with dysregulation of transposable element expression, including upregulation of endogenous retrovirus (ERV) transcripts after sustained MeT treatment. Increased ERV expression led to accumulation of double-stranded RNA and a “viral mimicry” response characterized by activation of IFN signaling, upregulation of MHC class I molecules, and enhanced recognition of murine prostate cancer cells by CD8^+^ T cells. Positive associations between AR activity and ERVs/antiviral pathways were evident in patient transcriptomic data, supporting the clinical relevance of our findings. Collectively, our study reveals that the potent androgen MeT can increase the immunogenicity of prostate cancer cells via a viral mimicry response, a finding that has potential implications for the development of strategies to sensitize this cancer type to immunotherapies.

**Significance:**

Our study demonstrates that potent androgen stimulation of prostate cancer cells can elicit a viral mimicry response, resulting in enhanced IFN signaling. This finding may have implications for the development of strategies to sensitize prostate cancer to immunotherapies.

## Introduction

Prostate cancer cells are exquisitely dependent on androgens and the androgen receptor (AR) for growth and survival, which explains the efficacy of androgen deprivation therapy (ADT) as a treatment strategy for advanced prostate cancer. ADT involves various strategies to reduce circulating androgen levels and/or directly block AR activity. While almost all prostate tumors initially respond to ADT, the development of a therapy-resistant disease state, referred to as castration-resistant prostate cancer (CRPC), is inevitable. In the vast majority of cases, resistance to ADT is mediated by adaptive alterations to the AR signaling axis, highlighting addiction to this pathway as a hallmark of prostate cancer (1).

AR is a transcription factor that, upon binding to androgen, translocates from the cytoplasm to the nucleus and interacts with specific *cis*-regulatory elements (termed androgen response elements) on chromatin to regulate a gene expression program that promotes growth, survival, and metabolism of prostate cancer cells. The transcriptional output of AR can be influenced by a multitude of parameters, including hundreds of coregulators (2), epigenetic factors (3), and the concentration and composition of the androgenic milieu (4). Additional complexity arises from the evolution of AR signaling axis components during progression to CRPC. For example, direct changes to the *AR* gene (mutation, amplification, and rearrangements that result in AR splicing alterations) alter cellular responses to androgens, alternative ligands, and antiandrogens, collectively enabling high AR activity despite ongoing ADT (1).

Not surprisingly, most research on AR in prostate cancer has focused on its oncogenic functions. However, it is important to consider that in normal adult prostate epithelial cells the AR promotes cellular quiescence by preserving luminal differentiation and protein-secretory activity (1). This understanding may explain the decades-old observation that administration of high doses of testosterone can result in clinical responses in men with CRPC (5). This apparent paradox is supported by preclinical studies demonstrating that low androgen levels promote growth of prostate cancer whereas high androgen concentrations are growth inhibitory (6–8). The concept of therapeutic application of androgens in prostate cancer has culminated in recent clinical trials testing supraphysiologic levels of testosterone (SupraT), which have yielded promising results in a subset of patients (9–13). In the clinic, SupraT is combined with ADT such that patients are cycled between near-castrate and very high serum T levels, a treatment strategy referred to as bipolar androgen therapy (BAT; refs. 9–13).

A detailed understanding of the mechanism(s) by which androgens can elicit AR's growth-inhibitory activity is critical for the optimization of novel hormonal therapies. In this study, we investigated the mode of action of a synthetic androgen, 17α-methyl-testosterone (MeT), which is known to potently inhibit the growth of the LNCaP model of prostate cancer (14). MeT is an anabolic steroid developed in the 1930s that is used as a hormonal treatment in men and women (15). By dissecting MeT-induced transcriptional changes, we uncovered a novel response of prostate cancer cells to potent androgen stimulation. Specifically, we found that MeT downregulated DNA methyltransferases, resulting in DNA hypomethylation throughout the genome. This phenomenon was associated with increased expression of endogenous retrovirus transcripts, activation of IFN signaling, and enhanced immunogenicity of prostate cancer cells. Thus, our findings demonstrate that the potent androgen MeT can cause viral mimicry in prostate cancer cells, which may provide a basis for new targeted investigations into combining androgen therapies with immunotherapies.

## Materials and Methods

### Cell Lines and Cell Culture

The human prostate carcinoma cell lines LNCaP (RRID: CVCL_1379), VCaP (RRID: CVCL_2235), PC3 (RRID: CVCL_0035), 22Rv1 (RRID: CVCL_1045) and C4-2B (RRID: CVCL_4784) were obtained from the ATCC. LNCaP-V16D, LNCaP-MR49F, and CWR-R1-D567 have been described previously (16, 17). Luciferase-labelled RM1, a murine syngeneic model of bone-metastatic prostate cancer, has been described previously (18). C4-2B, 22Rv1, LNCaP, and LNCaP-V16D cells were maintained in RPMI1640 (Sigma-Aldrich) containing 10% FBS and 2 mmol/L l-Glutamine. PC3 cells were cultured in RPMI1640 containing 5% FBS and 2 mmol/L l-Glutamine. LNCaP-MR42D and LNCaP-MR49F were maintained in RPMI1640 containing 10% FBS, 10 μmol/L enzalutamide, and 2 mmol/L l-Glutamine. CWR-R1-D567 cells were maintained in RPMI1640 containing 10% charcoal-stripped serum and 2 mmol/L l-Glutamine. VCaP cells were maintained in DMEM (high glucose) containing 10% FBS, 2 mmol/L l-Glutamine, 2 mmol/L sodium pyruvate, and 2 mmol/L of nonessential amino acids solution (Sigma-Aldrich). All cell lines were authenticated by short tandem repeat profiling by CellBank Australia in 2017–2020 and were regularly screened for potential *Mycoplasma* contamination.

### Patient-derived Xenograft Explant Studies

Patient-derived xenografts (PDX) were established by the Melbourne Urological Research Alliance (MURAL). Written informed consent was obtained from all patients following Human Research Ethics Committee (Institutional Review Board) approvals from the Peter MacCallum Cancer Centre (11/102), Cabrini Health (03-14-04-08), and Monash University (1636, 12287). The studies were conducted in accordance with the National Statement on Ethical Conduct in Human Research produced by the National Health and Medical Research Council of Australia. All animal handling and procedures were approved by the Monash University Standing Committee of Ethics in Animal Experimentation (MARP 2012/158 and MARP/2014/085). CRPC PDXs 27.2 and 167.2 (19) were grown in an *ex vivo* culture system as described previously (20). Tumor fragments were treated for 48 hours with 10 or 100 nmol/L MeT, DHT or vehicle control. IHC of Ki67 and CC3 was performed as described previously (20). PDXs were routinely authenticated using short tandem repeat profiling (GenePrint 10, Promega) at the Australian Genome Research Facility.

### Cell Viability Assays

Cells were seeded at varying densities (depending on the doubling time of cell lines and length of the proliferation assay) in 6-well plates and incubated at 37°C and 5% CO_2_ for at least 24 hours to allow cells to be attached to the plate surface before treatment. At the appropriate timepoints, cells were treated with freshly prepared drugs (as indicated in figure legends), followed by incubation at 37°C and 5% CO_2_ until next timepoint. Treatments were refreshed every 2–3 days. At the end of each timepoint, cell viability was assessed using Trypan blue exclusion assays. The impact of MeT (1 and 100 nmol/L) on the proliferation of RM1 cells was assessed in a 96-well format using the sulforhodamine B-binding assay over 5 days with a seeding density of 500 cells per well, as described previously (21). Treatment commenced 24 hours postseeding. Endpoint absorbance was measured at 550 nm.

### Transactivation Assays

AR transactivation assays were performed in 96-well plates essentially as described previously (22). LNCaP cells were used to test the transactivation of endogenous AR, whereas PC-3 cells were used to test the transactivation of exogenous AR. Cells were transfected with 1 ng of pcDNA-AR (PC3 only) and 100 ng of a reporter construct containing three copies of the Probasin enhancer (pGL4.14-PB3-luc) using LipofectAMINE 2000 (GIBCO-BRL), according to the manufacturer's instructions. Following transfection, cells were treated for 24 hours in phenol red–free medium supplemented with the different doses of MeT and DHT, and luciferase activity was determined in cell lysates using the Luciferase Reporter Gene Assay Kit (Promega) and a plate reading luminometer (Top Count).

### Chromatin Immunoprecipitation sequencing

LNCaP cells were seeded at 5 × 10^6^ cells per plate in 15 cm plates in phenol red–free medium supplemented with 5% dextran-coated charcoal-stripped FBS and allowed to grow for 2 days prior to treatment with vehicle (ethanol), 1 nmol/L MeT or 1 nmol/L DHT for 4 hours. Subsequently, cells were fixed with formaldehyde and chromatin immunoprecipitation (ChIP) was performed essentially as described previously (23) using an Abcam AR antibody (ab108341; RRID: AB_10865716). For each treatment condition, two biological replicates were generated. After DNA quantification with Qubit dsDNA HS assay (Thermo Fisher Scientific), 5 ng of DNA (ChIP-enriched or input) was used for library preparation using a TruSeq ChIP Library Prep kit (Illumina). Sequencing was performed on an Illumina Nextseq 500 platform (single-end protocol, 75 bp read length) at the South Australian Genomics Centre (SAGC). Mapping and processing of fastq files were performed as described previously (24). Deeptools (25) was used to convert BAM files to bigwig and for visualizing ChIP sequencing (ChIP-seq) data as heatmaps. Consensus cistromes, comprised of peaks called in both replicates of each specific experimental condition, were created using BEDTools (26). Annotation of peaks with neighboring genes was performed using Cisgenome v2.0 (27). HOMER (28) was used to generate histograms of tag density around peaks (annotatePeaks.pl -size 6000 -hist 25) and also to identify known motifs enriched within peak sets (findMotifsGenome.pl -size 200). Alignments were visualized and interrogated using the Integrative Genomics Viewer v2.3.80 (29). ChIP-seq data have been deposited in the Gene Expression Omnibus (GEO; GSE187414).

### RNA Sequencing

LNCaP cells were seeded at a density of 2 × 10^5^ cells per well in 6-well plates, allowed to attach for 24 hours, then treated with vehicle, 1 nmol/L MeT or 1 nmol/L DHT. Total RNA was extracted at 6 and 24 hours after treatment using TRIzol. For each treatment condition, three biological replicates were generated. The integrity of RNA was first assessed using a 2100 Bioanalyzer system (Agilent). RNA concentration was quantified by Nanodrop 2000 (Thermo Fisher Scientific) and total RNA (2 μg) was supplied to the SAGC. RNA sequencing (RNA-seq) libraries were constructed using a TruSeq Total RNA HT kit (Illumina) and libraries were sequenced on the Illumina NextSeq 500 platform (stranded, paired-end 75 bp reads).

The quality of raw data was initially assessed using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Raw FASTQ files were then filtered for short sequences using Cutadapt v1.16.6 (30) with the following settings: minimum overlap length in adaptor options: 3, minimum length in filter options: 20, maximum error rate: 0.1, quality cutoff: 20. RNA-seq data have been deposited in the GEO (GSE187414).

To evaluate expression of protein-coding genes, reads were mapped against the human reference genome (hg19) using STAR version 2.6.0b-2 (31) with default parameters. FeatureCounts was used to count and assign the mapped reads to genomic features (32). Count tables generated by featureCounts were used for differential expression analysis using R version 3.2.3 and edgeR version 3.3 (33) as described previously (34). Heatmaps summarizing RNA-seq data were generated using ClustVis (35).

To evaluate expression of transposable elements (TE), reads were re-mapped against the human reference genome (hg19) using STAR version 2.6.0b-2 (31) with parameters that retained multiply mapped reads (–runThreadN 4 –outSAMtype BAM SortedByCoordinate –runMode alignReads –outFilterMultimapNmax 1000 –outFilterMismatchNmax 3 – outMultimapperOrder Random –winAnchorMultimapNmax 1000 –alignEndsType EndToEnd –alignIntronMax 1 –alignMatesGapMax 350). HOMER was used to count and assign the mapped reads to different classes of TEs (i.e., classes within the LTR, LINE, and SINE families). Count tables generated by HOMER were used to make a principal component analysis (PCA) plot with ClustVis.

### Gene Set Enrichment Analysis and Pathway Analysis

Gene set enrichment analysis (GSEA; Preranked analysis; ref. 36) was done as described previously (37). Identification of enriched pathways in gene sets was done using WebGestalt 2019 with a FDR cutoff of 0.01 (38).

### Apoptosis Assays

Cells were collected in FACS binding buffer (47 mL of Hanks' buffered saline buffered saline, 500 μL of HEPES solution, and 2.5 mL of 100 mmol/L CaCl_2_), staining with Annexin V PE (BD Biosciences) and 1 mmol/L 7-Aminoactiomycin D (Thermo Fisher Scientific). Apoptosis was measured by flow cytometry using a LSRFortessa X20 Cell Analyzer (BD Biosciences).

### Cell-cycle Analysis

LNCaP cells were seeded in 6-well plates and incubated overnight at 37°C and 5% CO_2_. Three days after treatment, cells were washed with a freshly prepared wash buffer containing PBS with 2% FBS, followed by trypsinization. The cell suspension was added to a 5 mL FACS tube containing cell culture media that had been collected earlier. Tubes were centrifuged at 700 × *g* for 5 minutes and cell pellets were resuspended and washed with 1mL PBS, followed by centrifugation at 700 × *g* for 5 minutes. After removing supernatants, cell pellets were resuspended in residual liquid by flicking the tubes. Subsequently, 1 mL ice-cold 70% ethanol in PBS was added into tubes containing the cell suspensions and fixed overnight at 4°C. Following cell fixation, cells were centrifuged at 700 × *g* for 5 minutes and the cell pellets were washed twice with 1 mL Hanks’ Balanced Salt Solution + 2% FBS. Cells were then stained with 1 mL of 4´-6-Diamidino-2-phenylindole (DAPI; 10 μg/mL). The prepared cell suspension was used for cell-cycle analysis based on DNA content using a FACSCanto II flow cytometer (BD Biosciences); analysis was carried out using FlowJo software.

### qRT-PCR Analysis of mRNA from Human Cells

Total RNA from human cell lines was extracted using TRI Reagent (Sigma), according to the manufacturer's instructions. Total RNA was treated with Turbo DNA-free kit (Invitrogen), and reverse transcribed using iScript Reverse Transcriptase Supermix kit (Bio-Rad). PCR was done in triplicate using a CFX384TM Real-Time System, as described previously (39). Levels of *GAPDH* were used for normalization of qRT-PCR data. Primer sequences are listed in Supplementary Table S1.

### qRT-PCR Analysis of mRNA from Mouse Cells

mRNA was extracted using the Qiagen Rneasy Plus Mini Kit (Qiagen) according to the manufacturer's instructions and reverse transcribed using iScript Reverse Transcriptase Supermix cDNA for qRT-PCR kit (Bio-Rad). qRT-PCR was performed using PowerUp SYBR Green Master Mix (Applied Biosystems) to quantify gene expression on the CFX384TM Real-Time System (Bio-Rad) as described previously (18). Gene expression (arbitrary units) was calculated as mean relative transcript abundance by methods outlined previously (40) and expressed relative to a housekeeping gene, *Hprt*. Primer sequences are listed in Supplementary Table S1.

### Western Blotting

Protein extraction from cells using RIPA buffer (human cell lines) or hypotonic lysis buffer (RM1) and Western blotting was done essentially as described previously (39). Primary antibodies used in human Western blotting were: TBK1 (Cell Signaling Technology 3013; RRID: AB_2199749); phospho-Ser172-TBK1 (Cell Signaling Technology D52C2; RRID: AB_10693472); RIG-I (Santa Cruz Biotechnology SC-376845; RRID: AB_2732794); and GAPDH (Millipore MAB374; RRID: AB_347661). Primary antibodies used in murine Western blotting were: AR (Abcam ab108341; RRID: AB_10865716); and GAPDH XP (Cell Signaling Technology D16h11; RRID: AB_10622025). Horseradish peroxidase–conjugated anti-rabbit and anti-mouse IgG secondary antibodies (Dako) were used and immunoreactive bands visualized using Clarity Western ECL Substrate (Bio-Rad).

### Immunofluorescence

LNCaP cells were seeded on glass coverslips in 6-well plates. To improve cell adhesion, glass coverslips were coated with 1:8 diluted L-Poly-Lysine. After treatment, cells were fixed in 4% paraformaldehyde for 10 minutes, permeabilized in 0.1% Triton X-100 for 15 minutes, and blocked in 2.5% BSA (for phospho-Histone H2A.X) or 5% BSA (for J2) solution for 1 hour. The coverslips then were incubated with anti-γH2AX primary antibody (Millipore 05-636; RRID: AB_309864) or J2 antibody (SCICONS 10010200; RRID: AB_2651015; both used at 1:1,000) overnight at 4°C, followed by washing (twice with 5-minute intervals) and then incubation with a fluorescent-tagged secondary antibody for 1 hour at room temperature. Cell nuclei were visualized by costaining the cells with DAPI (Invitrogen) for 1 minute. Imaging was carried out using a confocal microscope (Olympus FV3000 Confocal Microscope). To quantify the number of γH2AX foci per nucleus, images were analyzed using Image J software: (i) the number of cells (i.e., DAPI-stained nuclei) were counted in each image by Analyze Particles tool; (ii) the number of γH2AX foci in each image was quantified using the Find Maxima tool, which was performed using the noise tolerance parameter adjusted for positive control; (iii) the average number of foci per nucleus for each treatment was calculated by counting γH2AX foci from 70 to 150 cells per treatment across multiple microscope fields. To quantify J2 signal, Image J (41) was used to measure signal intensity at 4–5 regions of interest (ROI) per treatment; total signal intensity was then normalized to the cell count within each ROI.

### Quantification of LINE-1 DNA Methylation

Cells were grown and treated in 6-well plates and genomic DNA was isolated using QIAamp DNA Mini kits, according to the manufacturer's instructions. To quantify the DNA methylation in DNA samples, Global DNA Methylation-LINE-1 Kits (Active Motif) were used to assess the methylation of 5-mC status at long interspersed nucleotide element 1 (LINE-1) elements, as specified by the manufacturer.

### Intracellular Cytokine Staining for T‐cell Specificity

For assessment of androgen effects on antigen presentation in cancer cells, RM1 cells were treated with MeT, DHT or vehicle control. Following 72 hours, RM1 cells (5 × 10^4^) were cocultured with *in vitro* expanded RM1‐specific CD8^+^ T cells for 5 hours in the presence of 10 μg/mL Brefeldin A. Intracellular cytokine staining (ICS) assays for production of IFNγ were carried out as described previously (18).

### Analysis of Prostate Cancer Clinical Transcriptomic Data

Clinical transcriptomic datasets [The Cancer Genome Atlas (TCGA; ref. 42) and SU2C (43)] were downloaded from cBioportal (44). The activity of AR signaling and other pathways (i.e., antiviral mechanism by IFN-stimulated genes, MHC class I antigen processing and presentation) in these datasets was estimated by single-sample GSEA (ssGSEA; ref. 45); ssGSEA was implemented using the Broad Institute's public GenePattern server, using rank normalization and default parameters.

### Statistical Analysis

Statistical analyses for grouped quantitative data were carried out using two-tailed unpaired *t* test or ANOVA (GraphPad Prism 9). The relationships between activity scores were determined using Pearson correlation coefficient (Graphpad Prism 9). Further details of statistical tests are provided in the figure legends. Statistical significance was defined as *P* < 0.05.

### Data Availability Statement

The data generated in this study are publicly available in GEO at GSE187414.

## Results

### MeT is a Potent Stimulator of AR Activity and Suppressor of Prostate Cancer Cell Growth

To investigate the response of prostate cancer cells to MeT, we first examined changes in cell growth. MeT has growth-inhibitory activity in LNCaP cells grown in normal maintenance culture media (i.e., androgen replete conditions) at doses as low as 1 nmol/L (Fig. 1A). Conversely, DHT only suppressed cell growth at doses >1 nmol/L in this model (Fig. 1A). Western blotting demonstrated that both androgens stabilized AR protein levels, as expected (Supplementary Fig. S1A). Growth of the CRPC cell lines C4-2B, MR49F, and 22Rv1 was inhibited by MeT and DHT at doses ranging from 1 to 100 nmol/L (Fig. 1B; Supplementary Fig. S1B). MeT also exhibited antitumor activity against two PDXs derived from patients with CRPC (19) in an *ex vivo* culture system (Supplementary Fig. S1C). Neither the AR-negative model PC3 nor the R1-D567 model, which expresses an AR variant that lacks the ligand-binding domain (ARv567es), was affected by MeT (Supplementary Fig. S1D), indicating that growth suppression was a consequence of binding of MeT to full-length AR.

**FIGURE 1:**
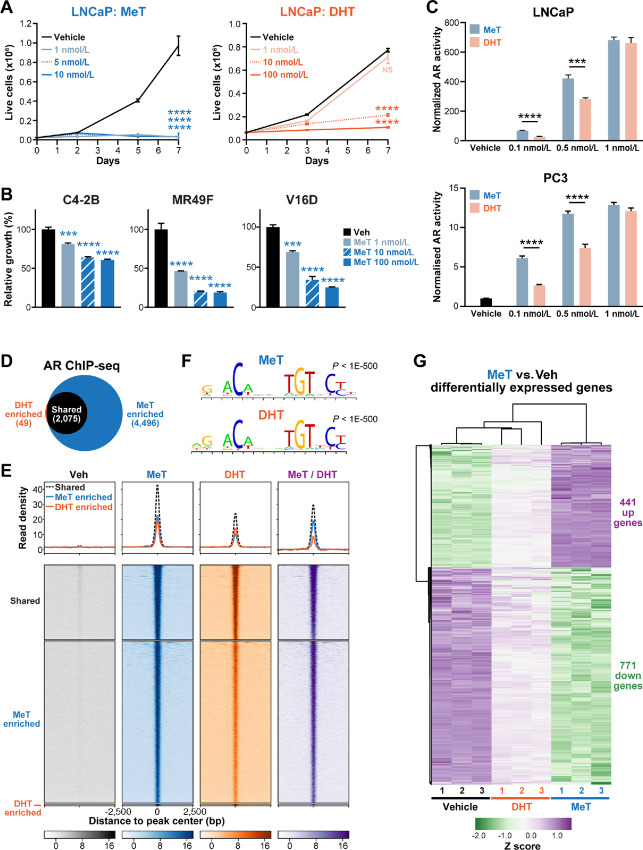
MeT has potent androgenic and growth suppressive activity in prostate cancer cells. **A,** MeT potently suppresses growth of LNCaP cells (left graph), as determined by Trypan blue growth assay. The response of cells to DHT is shown on the right. Error bars are ± SEM. *P* values (using day 7 data) were determined using ANOVA and Dunnett multiple comparisons tests (*, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001). NS, not significant. **B,** MeT inhibits the growth of CRPC models of prostate cancer (C4-2B, MR49F, and V16D), as determined by Trypan blue growth assay. Statistical analysis was as for **A**. **C,** Activation of AR transcriptional activity by MeT in LNCaP cells (top) and PC3 cells (bottom). PC-3 cells were transfected with plasmids expressing AR and a probasin-luciferase reporter for 4 hours prior to 20 hours treatment with MeT or DHT; LNCaP cells were transfected only with the probasin-luciferase reporter. Transcriptional activity values represent the mean of six technical replicates; results are representative of three independent experiments. Error bars are SEM. Unpaired *t* tests were used to compare MeT and DHT (***, *P* < 0.001; ****, *P* < 0.0001). **D,** Venn diagram showing the overlap of AR cistromes in LNCaP cells treated with DHT or MeT (1 nmol/L each). **E,** Read density plots (top) and heatmaps (bottom) representing AR ChIP-seq peak sets from **D**. Far right heatmaps (“MeT/DHT”) represent MeT ChIP-seq signals corrected to DHT ChIP-seq signals. **F,** Most highly enriched motifs in the MeT (top) and DHT (bottom) cistromes. Motifs were identified using a *de novo* Gibbs motif sampling approach. *P* values represent enrichment over genomic background, calculated using Fisher exact tests. **G,** Heatmap of RNA-seq data for genes differentially expressed by 24 hours of MeT treatment (compared with Vehicle; FDR < 0.05). The heatmap was generated using ClustVis (35) after applying unit variance scaling to each gene.

To better understand the activity of MeT in prostate cancer cells, we undertook a series of molecular assays. First, we compared MeT and DHT in a classic transcriptional activation assay using a probasin promoter:luciferase reporter construct (PB3-luc (46)). At low concentrations (0.1–0.5 nmol/L), MeT more potently activated endogenous AR in LNCaP cells and exogenously supplied AR in PC3 cells (Fig. 1C). Subsequently, to evaluate MeT activation of AR signaling at a global level and in a more physiologic setting, we conducted AR ChIP-seq in LNCaP cells. Consensus AR chromatin-binding datasets (cistromes) were generated from two replicates for each treatment condition (see Materials and Methods). The AR-MeT cistrome was approximately 3-fold larger than the equivalent AR-DHT cistrome, with almost all AR-DHT binding sites shared with AR-MeT binding sites (Fig. 1D and E; Supplementary Dataset S1). Moreover, at the set of sites shared between the two conditions (i.e., MeT and DHT), MeT elicited substantially stronger AR binding to chromatin (Fig. 1E, far right heatmap). Despite the stronger ChIP-seq signal of AR-MeT compared with AR-DHT, there was clear evidence of DHT-induced binding of AR to many sites classified as being specific to MeT; hence, we refer to these as “MeT-enriched” rather than “MeT-specific” AR binding sites (Fig. 1E). The high degree of similarity between the AR-MeT and AR-DHT cistromes suggested that, in general, MeT did not lead to new AR-binding events but rather enhanced its interaction with canonical regulatory elements. This concept was supported by motif analysis of the MeT-enriched, DHT-enriched, and shared peak sets, all of which were highly enriched for androgen response elements and Forkhead box motifs (Fig. 1F; Supplementary Dataset S1).

The hypothesis that MeT exerts largely quantitative, rather than qualitative, differences to AR activity was further reinforced by transcriptomic analysis (RNA-seq), which revealed that genes differentially expressed in response to MeT (*n* = 1,212, FDR ≤ 0.05) were also altered by DHT in a directionally consistent manner, albeit to a lesser degree (Fig. 1G; Supplementary Dataset S2). This effect was most striking when assessing the 285 genes that were differentially expressed by DHT compared with vehicle (FDR ≤ 0.05): 99% (282/285) of these genes were also regulated by MeT, all of those 282 genes were altered in the same direction by both hormones, and 99% (281/282) were more strongly regulated by MeT than by DHT (average difference in log fold change: downregulated = 1.51, upregulated = 1.17; Supplementary Dataset S2). 

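RNA-seq was performed on LNCaP cells, an androgen-responsive human prostate carcinoma cell line, after treatment with 1 nmol/L MeT, 1 nmol/L DHT or vehicle (ethanol). MeT is the synthetic androgen methyltestosterone, and DHT, dihydrotestosterone, is a natural androgen. There were 9 libraries, 3 biological replicates for each of the 3 treatments. The libraries were assigned to 24 hours of treatment from the legends of Fig. 1G, Fig. 2 and Fig. 3A, because the methods and the sample labels also name an earlier time point and give no time for a single library. The deposited table names only this time point. The paper names a TruSeq total RNA kit and paired-end reads, whereas the sample labels name a NEXTflex directional kit and single-end reads. According to the methods, the authors trimmed the reads with Cutadapt, mapped them to hg19 with STAR and assigned them to genes with featureCounts. The paper's text does not name the gene annotation or the strand setting of featureCounts, so reads of overlapping or antisense genes, or of near-identical copies, could have been split between genes. The authors deposited the expression of each gene in each library as CPM, the number of its reads per 1000000 reads counted on genes.

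The CPM values of every library summed to 1000000, and 100% of them were whole multiples of the value of 1 read, from which the number of reads counted on genes was recovered. For replicates 1, 2 and 3, these totals were 14066333, 18408222 and 31203253 reads with vehicle, 17826680, 17501659 and 22461190 reads with DHT, and 24373785, 25357494 and 19400127 reads with MeT. The deposited table had 23346 entries, of which 28 carried a date in place of a gene symbol. These 28 entries held from 0.143% to 0.163% of the reads of a library and were left out. Replicate libraries differed by more than the sampling noise of their reads in every pair, with a chi-square statistic per degree of freedom from 3.02 to 8.99.

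Expression was compared as log2(CPM + 0.5) with limma, using a mean-variance trend and all 9 libraries in one model. The test covered the 12470 genes with at least 1 CPM in at least 3 libraries. Addition of 0.5 CPM understates the fold change of genes with low expression. Genes with an adjusted p-value (Benjamini-Hochberg) of 0.05 or less and an absolute log2 fold change of 1 or more were regarded as differentially expressed. The change of a single gene is described as detectable at an adjusted p-value of 0.05 or less, whatever its size. The paper's text gives only an FDR limit, whereas every gene in the lists of Supplementary Dataset S2 has an absolute log fold change above 1. Scaling to the same total of CPM left the median log2 fold change of all genes at -0.15 for MeT against vehicle, -0.038 for DHT against vehicle and -0.11 for MeT against DHT. With the values rescaled by median-of-ratios factors, the median for MeT was -0.0068. Fold changes are given on the deposited scale, and medians of gene lists also relative to these medians of all genes.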

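Compared with vehicle, MeT altered the expression of 1308 of the 12470 genes tested. DHT changed 1298 of the 1308 genes (99.2%, Wilson 95% confidence interval 98.6% to 99.6%) in the same direction as MeT, and it changed 1297 of them in the same direction by a smaller log2 fold change. These counts go by the sign of the DHT change, whether or not it was detectable. Both hormones were compared with the same vehicle libraries, which by itself makes the changes alike. In 100 simulations of unchanged groups against shared vehicle libraries, an average of 87.6% of as many genes with the largest changes had the same direction and 75.2% also had a smaller change. The simulated genes were ranked from noise alone, whereas the altered genes had to pass both limits. These shares are therefore no baseline for the altered genes. Across all tested genes, which are not independent replicates, the log2 fold changes of the 2 hormones had a correlation of 0.88, against an average of 0.50 in the simulations. The number of altered genes was most affected by the limit on the fold change. Without this limit, 7918 genes were altered by MeT, and DHT changed 92.9% of them in the same direction.

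Of the 10 MeT-altered genes that DHT changed in the opposite direction, only WNT7B had an adjusted p-value of 0.05 or less for DHT. WNT7B, singled out after its values were seen, had a log2 fold change of 1.03 with MeT (standard error 0.064, adjusted p = 5.56e-13 by limma with Benjamini-Hochberg adjustment) and of -0.20 with DHT (adjusted p = 0.0226 by the same limma test). The change of WNT7B with DHT was not detectable after rescaling (-0.15) or in edgeR (-0.17), nor without DHT replicate 3 (-0.17), vehicle replicate 2 (-0.18) or vehicle replicate 3 (-0.20).

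The genes with the largest changes among those with a mean of at least 10 CPM showed the graded response. STEAP4, which lies on chromosome 7 from 87900207 to 87936209 (GRCh37) and whose exons overlap a gene on the opposite strand, was expressed at 0.689 ± 0.268 CPM (SD, n = 3) with vehicle, 8.54 ± 1.01 CPM with DHT and 73.8 ± 5.41 CPM with MeT. Its log2 fold change was 5.99 with MeT and 2.95 with DHT (standard error 0.16 for both). NDRG1 on chromosome 8 from 134249418 to 134314265 increased from 94.5 ± 7.31 CPM to 187 ± 6.69 CPM with DHT and 910.3 ± 41.9 CPM with MeT. The changes of ORM1 (4.03 with MeT, 2.18 with DHT), ORM2 (3.68 and 1.96) and UGT2B28 (3.68 and 2.03) are uncertain because ORM1 and ORM2 are near-identical neighbours and UGT2B28 belongs to a family of close copies. DTL on chromosome 1 from 212208895 to 212280742, whose exons overlap INTS7 on the opposite strand, decreased from 49.0 ± 1.97 CPM with vehicle to 17.2 ± 1.95 CPM with DHT and 1.99 ± 0.270 CPM with MeT. The exons of EXO1 and ASF1B also overlap genes on the opposite strand, and those of NDRG1 and WNT7B genes on the same strand. The other genes with the lowest log2 fold changes for MeT were MCM10 (-4.23 with MeT, -1.41 with DHT), ZNF367 (-3.93 and -1.27), EXO1 (-3.93 and -1.37) and ASF1B (-3.82 and -1.26). For STEAP4, NDRG1, DTL and MCM10, the difference between MeT and DHT had an adjusted p-value of at most 5.71e-14 by limma with Benjamini-Hochberg adjustment.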

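DHT altered 274 genes compared with vehicle. Of these, 270 (98.5%, Wilson 95% confidence interval 96.3% to 99.4%) were also differentially expressed in response to MeT, and all 270 moved in the same direction with both hormones. A larger log2 fold change with MeT than with DHT was found for 269 of the 270 genes. Simulated groups with shared vehicle libraries and without any effect gave the same direction for an average of 93.2% of as many genes with the largest changes. Those genes were ranked from noise alone and did not have to pass the limits, so this share is no baseline for the 270 genes. When MeT and DHT were simulated with equal effects, 50.4% of the genes were changed more strongly by MeT. The difference between MeT and DHT was tested directly, and it had an adjusted p-value of 0.05 or less for 252 of the 274 genes adjusted over the list alone and for 249 of them adjusted over all genes tested (limma, Benjamini-Hochberg). The 274 genes were chosen on these same libraries, so the first of these counts is not independent evidence.

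Among the 219 genes that DHT decreased, the mean log2 fold change was -2.58 with MeT and -1.18 with DHT, a mean difference of -1.40 ± 0.037 (SD over the 3 MeT libraries). Among the 55 genes that DHT increased, it was 2.23 with MeT and 1.29 with DHT, a mean difference of 0.94 ± 0.017. Over the 270 genes altered by both hormones, a set chosen after the values were seen, the mean differences were -1.42 and 0.98. The differences over the DHT-altered genes were most affected by the limit on the fold change. Without it, DHT altered 3540 genes, 95.0% of them were altered by MeT, and the mean differences were -0.52 and 0.30. MICAL1, whose exons overlap ZBTB24, increased from 70.4 ± 1.74 CPM (SD, n = 3) with vehicle to 195 ± 7.84 CPM with DHT and 541 ± 39.2 CPM with MeT. LMNB1 decreased from 202 ± 3.75 CPM with vehicle to 93.3 ± 5.52 CPM with DHT and 25.9 ± 0.355 CPM with MeT.

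The 4 DHT-altered genes that did not pass both limits with MeT were PAQR6, MIR29C, DKFZP586I1420 and CCDC67. The exons of PAQR6, and of MYBPC1 named last, overlap a gene on the opposite strand. PAQR6 had a log2 fold change of 0.91 with MeT and 1.03 with DHT, a difference that was not detectable (adjusted p = 0.385 by limma with Benjamini-Hochberg adjustment). After rescaling, the log2 fold change of PAQR6 with MeT was 1.06, above the limit. MIR29C (0.66 with MeT, 1.01 with DHT) and DKFZP586I1420 (-0.83 and -1.04) were expressed at no more than 4.52 CPM in any group. CCDC67, singled out after its values were seen, was expressed at 1.57 ± 0.241 CPM with vehicle, 0.440 ± 0.163 CPM with DHT and 1.603 ± 0.266 CPM with MeT, so that it decreased with DHT and not detectably with MeT (adjusted p = 0.944 by limma with Benjamini-Hochberg adjustment). The difference between MeT and DHT was past the limit for CCDC67 (log2 fold change 1.17, adjusted p = 6.08e-04 in limma). Across the 9 fits that each left out 1 library, the change of CCDC67 with MeT lay between -0.053 and 0.13 and was negative without MeT replicate 1, MeT replicate 3 or vehicle replicate 1. The change of MIR29C with MeT had an adjusted p-value above 0.05 without MeT replicate 2 or vehicle replicate 1 (0.53 in both cases). The gene with a smaller change by MeT among the 270, also singled out after its values were seen, was MYBPC1 (1.28 with MeT, 1.34 with DHT), with an adjusted p-value of 0.809 for the difference in limma. MeT gave the larger change of MYBPC1 after rescaling (1.42 against 1.37), in edgeR (1.54 against 1.51) and without DHT replicate 3 (1.28 against 1.22).

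**Figure D1:**
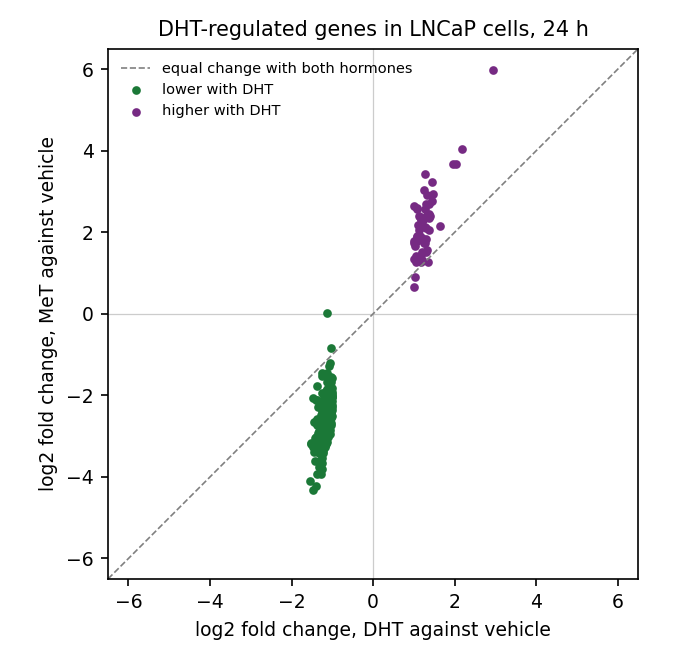
Log2 fold changes of the 274 DHT-altered genes in LNCaP cells after 24 hours, with DHT against vehicle on the horizontal axis and MeT against vehicle on the vertical axis. Each point is 1 gene, green for the 219 genes lower with DHT and purple for the 55 higher with DHT, and the dashed line marks an equal change with both hormones. Genes beyond the line from 0 were changed more by MeT, and CCDC67 is the green point near 0 on the vertical axis.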

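MeT decreased 953 genes and increased 355 genes, so 72.9% of the genes it altered were lower than with vehicle (Wilson 95% confidence interval 70.4% to 75.2%, treating genes as independent). For DHT, 79.9% of the altered genes were lower (74.8% to 84.2%). The split depended on the scaling of the libraries. After median-of-ratios rescaling, 740 genes were lower and 511 higher with MeT (59.2% lower, interval 56.4% to 61.8%), and 194 were lower and 60 higher with DHT (76.4% lower). Tests on the recovered reads with edgeR and TMM factors gave 894 genes lower and 568 higher with MeT (61.1% lower) and 237 lower and 109 higher with DHT (68.5% lower). The paper, which also used edgeR, lists 771 genes lower and 441 higher with MeT in Supplementary Dataset S2. For DHT it lists 217 lower and 68 higher. Without the limit on the fold change, 5223 genes were lower and 2695 higher with MeT on the deposited scale, and 3778 were lower and 3838 higher after rescaling, a pair of settings chosen after the data were seen. Of the genes altered by MeT on the deposited scale, 1095 were also called after rescaling and 1178 were also called by edgeR.

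MCM4, RRM2 and TYMS, which head the paper's list of genes that fell, illustrate the size of the decreases. MCM4 on chromosome 8 from 48872745 to 48890720 of GRCh37 decreased from 233 ± 5.14 CPM (SD, n = 3) with vehicle to 98.8 ± 4.11 CPM with DHT and 22.4 ± 2.08 CPM with MeT. RRM2 had a log2 fold change of -3.07 with MeT and -1.31 with DHT, and TYMS, whose exons overlap ENOSF1 on the opposite strand, of -2.80 and -1.21. Of the genes that rose, KRT8 increased from 648 ± 10.8 CPM to 1306 ± 90.5 CPM with DHT and 4031 ± 29.1 CPM with MeT, although KRT8 has near-identical pseudogenes that can share its reads and its exons overlap KRT18 on the opposite strand. SLC41A1 had a log2 fold change of 2.57 with MeT and 1.26 with DHT.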

The majority of genes altered by either hormone were downregulated (Fig. 1G; Supplementary Dataset S2). Gene set analysis revealed that pathways altered by MeT and DHT were also highly concordant, with both hormones impacting on cell cycle, DNA replication, and DNA repair processes (Supplementary Dataset S2). Collectively, these findings suggest that MeT is a potent activator of AR signaling that increases the magnitude, but not the spectrum, of the canonical DHT-regulated gene expression program.

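The pathway databases behind the paper's gene set analysis were not used here. Cell cycle genes were examined through a hand-written list of 56 mitotic genes, and all 56 genes were among the genes tested. Their median log2 fold change was -2.48 with MeT (-2.33 relative to the median of all genes) and -1.12 with DHT (-1.09 relative to all genes). All 56 genes were lower with each hormone, and all 56 had an adjusted p-value of 0.05 or less, both adjusted over the list alone and over all genes tested. The list was tested with camera in limma, with a preset correlation of 0.01 and Benjamini-Hochberg adjustment over all pairs of list and comparison, which gave an adjusted p of 2.57e-25 for MeT and 1.54e-40 for DHT. MeT and DHT also differed directly, with a median difference of -1.35 and lower expression with MeT for 55 of the 56 genes (adjusted p = 9.58e-28 by camera in limma with Benjamini-Hochberg adjustment).

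ESPL1 decreased from 61.8 ± 3.23 CPM (SD, n = 3) with vehicle to 23.3 ± 2.44 CPM with DHT and 5.59 ± 0.807 CPM with MeT. TOP2A decreased from 108 ± 8.22 CPM to 39.9 ± 4.33 CPM with DHT and 10.3 ± 1.157 CPM with MeT. NCAPH had a log2 fold change of -3.27 with MeT and -1.18 with DHT (standard error 0.10 for both).

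Set tests were run on this list and on lists of DNA repair, DNA replication, androgen-responsive, protein secretion, E2F target and MYC target genes for both hormones and for MeT against DHT. Every call of these lists held in the rotation test fry. With the correlation between genes estimated from the data in camera, every call also held except those of the MYC target genes for DHT and of the DNA repair genes for MeT against DHT.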

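The direct comparison of the hormones gave 463 genes that differed between MeT and DHT, 358 lower and 105 higher with MeT. Thus 77.3% were lower with MeT, against 67.9% after rescaling (281 lower and 133 higher) and 67.3% in the edgeR tests (387 lower and 188 higher). In a principal component analysis of the 9 libraries, the first component held 77.4% of the variance and ordered the treatments by their position along it. Vehicle libraries lay between -38.7 and -35.0, DHT libraries between -6.74 and -0.89, and MeT libraries between 38.6 and 43.7. The second component held 5.15% of the variance and set the DHT libraries, between -11.9 and -9.69, apart from the others. On it, vehicle libraries lay between 3.53 and 10.2 and MeT libraries between 0.81 and 7.67. From the DHT-altered genes that moved in the same direction and further with MeT, and from the shared pathways, the paper proposes that MeT raises the magnitude of the gene expression program regulated by DHT and not its spectrum.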

### MeT Suppresses DNA Replication and Repair Pathways in Prostate Cancer Cells

Given its potent growth-inhibitory activity, we hypothesized that further dissecting the MeT-regulated transcriptome of MeT could yield new mechanistic insights into AR's tumor suppressive activity in prostate cancer. GSEA (36) was used to identify “Hallmark” gene sets (47) altered by treatment with this potent androgen. The most upregulated hallmark gene sets for both MeT and DHT were “androgen response,” “protein secretion.” and “apical junction” (Fig. 2A), providing further evidence that MeT regulates a transcriptional program that is highly similar to physiologic androgens. 

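The Hallmark gene sets were not used here, and hand-written lists of 71 androgen-responsive genes and 60 protein secretion genes stand in for those named in Fig. 2A. No list was written for apical junction. The 71 androgen-responsive genes had a median log2 fold change of 1.06 with MeT (1.21 relative to the median of all genes) and 0.51 with DHT (0.54 relative to all genes). Of these genes, 65 were higher with each hormone. At an adjusted p-value of 0.05 or less, 66 genes changed with MeT adjusted over the list alone and 66 adjusted over all genes tested, and 59 and 58 changed with DHT. The set test gave an adjusted p of 3.80e-31 for MeT and 6.06e-33 for DHT (camera in limma with Benjamini-Hochberg adjustment).

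Of the 60 protein secretion genes, 59 passed the filter on low expression. Their median log2 fold change was 0.50 with MeT (0.65 relative to all genes) and 0.21 with DHT (0.25 relative to all genes), with adjusted p-values of 2.90e-15 and 3.85e-11 (camera in limma with Benjamini-Hochberg adjustment). Higher expression was found for 52 of these genes with MeT and 50 with DHT. Adjusted over the list alone, 46 of them changed with MeT and 34 with DHT, and adjusted over all genes 46 and 31 did. The changes were small for single genes, and only 2 of the 59 passed the limit on the log2 fold change with MeT.

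KLK3, which encodes prostate-specific antigen, lies on chromosome 19 from 51358171 to 51364020 of GRCh37 and was expressed at 3214 ± 82.9 CPM (SD, n = 3) with vehicle, 4813 ± 70.8 CPM with DHT and 6360.2 ± 186 CPM with MeT. Its log2 fold change of 0.98 with MeT lay under the limit of 1 and was 1.14 after rescaling, 1.12 in edgeR, 1.002 without MeT replicate 2 and 1.01 without vehicle replicate 2. FKBP5 had a log2 fold change of 2.70 with MeT and 1.30 with DHT. TMPRSS2, whose exons overlap MX1 on the opposite strand, had changes of 1.79 and 1.001. The list members with the largest increases for MeT were STEAP4, NDRG1 and MAF (2.76), and ZMIZ1 (-0.94), GPD1L (-0.41) and ACTN1 (-0.098) had the lowest values. The decrease of ACTN1 was not detectable (adjusted p = 0.175 by limma with Benjamini-Hochberg adjustment), and the direction of its change reversed after rescaling (0.052) and in edgeR (0.043). Without MeT replicate 1, the decrease of ACTN1 was detectable (-0.17). Among the secretion genes, SEC24D (1.32), KDELR3 (1.26) and COPG1 (0.96) rose most with MeT. The exons of KDELR3 overlap DDX17, those of COPG1 another gene, those of ACTN1 a gene on the same strand and those of ARFGEF1 CSPP1 on the opposite strand. COPG1 passed the limit on the fold change only after rescaling (1.11) or in edgeR. VPS4B (-0.23), RAB9A (-0.19) and ARFGEF1 (-0.15) had the lowest values, of which the first was detectable on the deposited scale (adjusted p = 0.0287 by limma with Benjamini-Hochberg adjustment) but not after rescaling (-0.079) or in edgeR (-0.095). Nor was the change of VPS4B detectable without MeT replicate 1 (-0.17), MeT replicate 2 (-0.20), vehicle replicate 1 (-0.23) or vehicle replicate 3 (-0.19). The change of RAB9A was detectable only without vehicle replicate 1 (-0.29), and that of ARFGEF1 only with a replicate block, without MeT replicate 1 (-0.22) or without vehicle replicate 2 (-0.22).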

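Genes known as targets of E2F and MYC transcription factors were examined through hand-written lists of 68 and 61 genes, in place of the Hallmark sets. All 68 E2F target genes were tested, and all 68 were lower with MeT and with DHT. Their median log2 fold change was -2.42 with MeT (-2.27 relative to the median of all genes) and -1.07 with DHT (-1.03 relative to all genes). Each of the 68 genes had an adjusted p-value of 0.05 or less with each hormone, adjusted over the list alone and over all genes tested. The set test gave an adjusted p of 7.71e-27 for MeT and 1.54e-40 for DHT (camera in limma with Benjamini-Hochberg adjustment). Of these 68 genes, 32 also belong to the DNA replication genes of Fig. 2C and 8 to the DNA repair genes of Fig. 2B. E2F1 on chromosome 20 from 32263283 to 32274191 of GRCh37 decreased from 87.0 ± 5.59 CPM (SD, n = 3) with vehicle to 37.6 ± 2.14 CPM with DHT and 9.75 ± 0.213 CPM with MeT. The lowest values for MeT were those of ASF1B, E2F8 (-3.61, with an overlapping gene on the opposite strand) and UHRF1 (-3.59).

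Of the 61 MYC target genes, 60 were tested, and 56 of them were lower with MeT and 48 with DHT. The changes were smaller than those of the E2F target genes, with a median of -0.48 for MeT (-0.33 relative to all genes) and -0.12 for DHT (-0.087 relative to all genes). The set test gave adjusted p-values of 1.76e-07 and 3.22e-04 (camera in limma with Benjamini-Hochberg adjustment). Adjusted over the list alone, 53 genes changed with MeT and 32 with DHT, and adjusted over all genes 53 and 27 did. After rescaling, 42 of the genes were lower and 4 higher with MeT at an adjusted p-value of 0.05 or less (limma, Benjamini-Hochberg). CAD (-1.31), RANBP1 (-1.25) and CDK4 (-1.05) had the lowest log2 fold changes for MeT. The exons of RANBP1 overlap TRMT2A and those of CDK4 overlap TSPAN31. ODC1 (1.80) and GOT2 (0.40, with an overlapping gene on the opposite strand) rose, while EIF2S1, next in order, had an undetectable change of 0.018 (adjusted p = 0.7999 by limma with Benjamini-Hochberg adjustment). The increase of EIF2S1 was detectable after rescaling (0.17) and in edgeR (0.16) and its direction changed without MeT replicate 3 (-0.038) or without vehicle replicate 2 (-0.018).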

Hallmarks that were robustly repressed by MeT/DHT were related to DNA replication and repair (i.e., E2F targets, MYC targets, G_2_–M checkpoint, mitotic spindle, DNA repair; Fig. 2A), analogous to what has been reported for high-dose androgen treatment previously (48–50). When we examined curated DNA repair (48) and DNA replication (49) gene sets reported to be repressed by high-dose androgen treatment, we observed that MeT downregulated these to a considerably greater extent than DHT (Fig. 2B and C). Many of these genes have been purported to be directly regulated by AR on the basis of its binding to proximal regulatory elements (49). Indeed, we found that AR binding near these genes was strongly stimulated by MeT and, to a lesser extent, DHT (Fig. 2D).

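The genes of both sets were read from the labels of the heatmaps in Fig. 2B and C, which give 32 DNA repair genes and 72 DNA replication genes, 8 of them in both lists. All were tested. The heatmaps show these same libraries, so counts adjusted over the lists alone are not independent evidence, and whether they label every gene of the published sets was not checked. The median log2 fold change of the DNA repair genes was -1.21 with MeT (-1.06 relative to the median of all genes) and -0.63 with DHT (-0.59 relative to all genes). The adjusted p-values were 2.62e-08 for MeT and 1.81e-12 for DHT (camera in limma with Benjamini-Hochberg adjustment). With each hormone 30 of the 32 genes were lower. The difference between MeT and DHT had a median of -0.59 (-0.49 relative to all genes, adjusted p = 8.85e-07 by camera in limma with Benjamini-Hochberg adjustment), and 29 of the 32 genes were lower with MeT than with DHT. Single genes differed between the hormones at an adjusted p-value of 0.05 or less in 25 cases adjusted over the list alone and 24 adjusted over all genes (limma, Benjamini-Hochberg).

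For the DNA replication genes, the median was -2.09 with MeT (-1.94 relative to all genes) and -1.002 with DHT (-0.96 relative to all genes), with adjusted p-values of 2.14e-24 and 2.21e-34 (camera in limma with Benjamini-Hochberg adjustment). All 72 genes were lower with MeT and 70 were lower with DHT. MeT against DHT gave a median of -1.12 (-1.01 relative to all genes, adjusted p = 3.10e-26 by camera in limma with Benjamini-Hochberg adjustment). Of the 72 genes, 71 were lower with MeT than with DHT, and 70 differed adjusted over the list alone and 69 adjusted over all genes.

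Among the DNA repair genes, RFC3 on chromosome 13 from 34392206 to 34540695 of GRCh37 had the lowest log2 fold change. It decreased from 32.2 ± 3.65 CPM (SD, n = 3) with vehicle to 13.8 ± 0.740 CPM with DHT and 4.06 ± 0.588 CPM with MeT. CHEK1, whose exons overlap STT3A, had log2 fold changes of -2.69 with MeT and -0.98 with DHT, and MAD2L1 of -2.54 and -0.996. HUS1 (0.26 with MeT, adjusted p = 0.00542) and SHFM1 (0.41, adjusted p = 4.81e-06) were the members that rose, by limma with Benjamini-Hochberg adjustment. Of the DNA replication genes, DTL, MCM10 and EXO1 fell most.

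**Figure D2:**
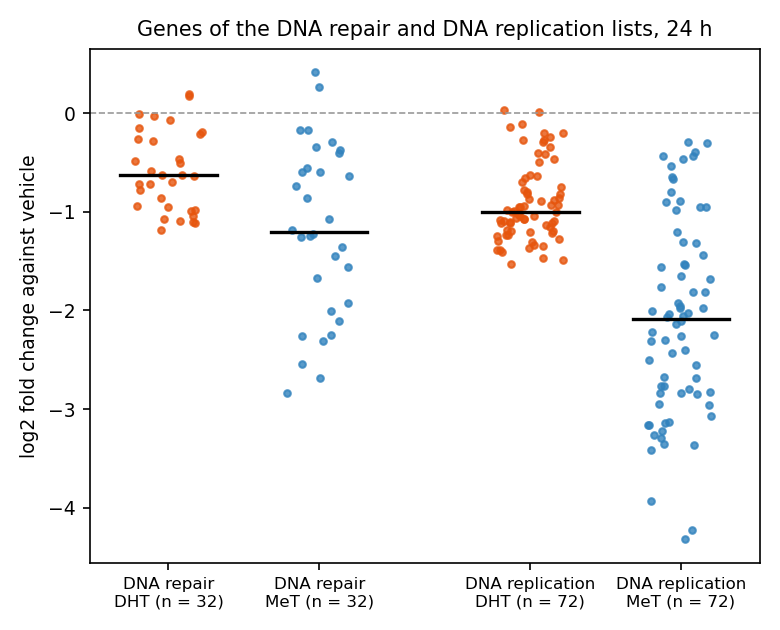
Log2 fold change against vehicle after 24 hours for the 32 DNA repair genes of Fig. 2B and the 72 DNA replication genes of Fig. 2C, with DHT in orange and MeT in blue. Each point is 1 gene, the horizontal bars are the medians and the dashed line marks no change. The medians with MeT (-1.21 and -2.09) lie below those with DHT (-0.63 and -1.002).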

**FIGURE 2:**
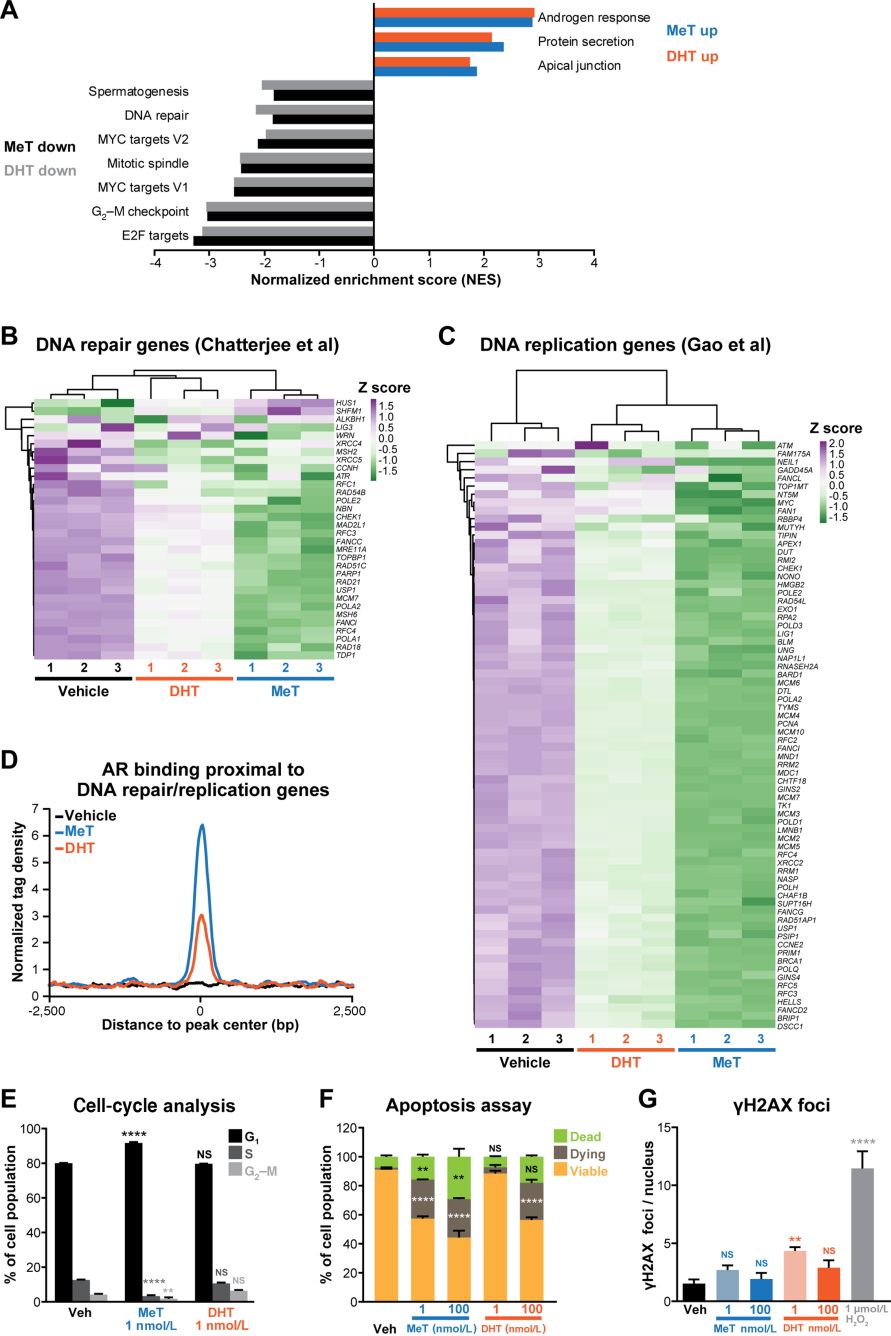
DNA replication and repair pathways are repressed by potent androgenic stimulation of prostate cancer cells. **A,** Normalized enrichment scores (NES) for Hallmark gene sets (47) representing RNA-seq data from LNCaP cells treated with 1 nmol/L MeT or DHT for 24 hours. **B** and **C,** Heatmap of RNA-seq data for androgen-regulated genes associated with DNA repair (48) and DNA replication (49) in LNCaP cells treated with 1 nmol/L MeT or 1 nmol/L DHT for 24 hours. Heatmaps were generated using ClustVis (35) after applying unit variance scaling to each gene. **D,** Average read density plots for AR chromatin binding proximal (<100 kb) to DNA repair/replication genes in LNCaP cells treated with 1 nmol/L MeT or 1 nmol/L DHT for 4 hours. **E,** Cell-cycle analysis by DAPI labeling and flow cytometry after 72 hours of treatment with 1 nmol/L MeT or 1 nmol/L DHT. Unpaired *t* tests were used to compare data at different cell-cycle phases (i.e., G_1_, S, and G_2_–M) between treatment groups (**, *P* < 0.01; ****, *P* < 0.0001). **F,** Flow cytometry–based Annexin V/7-AAD apoptosis assays after 96 hours of treatment with MeT or DHT. Data represent the mean ± SEM of triplicate samples and are representative of three independent experiments. Dead and dying cell proportions were compared with vehicle using ANOVA and Tukey multiple comparison tests (**, *P* < 0.01; ****, *P* < 0.0001; NS, not significant). **G,** Assessment of DNA DSBs after androgen treatment. γH2AX foci were quantitated in LNCaP cells 6 hours after treatment with indicated doses of MeT, DHT, or a positive control (H_2_O_2_). Error bars are SEM. *P* values (day 7) were determined using ANOVA and Dunnett multiple comparisons tests (*, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001; NS, not significant).

A reported consequence of suppression of DNA repair and replication pathways by high-dose androgen treatment is cell-cycle arrest (48, 51). Flow cytometry revealed that MeT caused accumulation of cells in G_1_-phase and consequent reduction of cells in S- and G_2_–M-phases (Fig. 2E). The same dose of DHT did not have a significant effect on the cell cycle (Fig. 2E), providing additional evidence that MeT is a more potent androgen in terms of prostate cancer cell growth suppression. Cell-cycle arrest caused by MeT (Fig. 2E) did not fully explain its potent antiproliferative activity in cell growth assays (Fig. 1A). Flow cytometric analysis of Annexin V and 7-AAD assays revealed that MeT and DHT caused LNCaP cells to undergo apoptosis (Fig. 2F), demonstrating that these androgens exert both cytostatic and cytotoxic effects. The lower dose of MeT (1 nmol/L) had a significantly stronger pro-apoptotic effect than 1 nmol/L DHT (one-way ANOVA with Tukey multiple comparisons test: dead cells, *P* = 0.003; dying cells, *P* < 0.0001).

A proposed mediator of G_1_ arrest by high-dose androgen treatment is increased DNA damage, occurring via a combination of AR-mediated double-stranded breaks (DSB; ref. 52) and downregulation of DNA repair genes (48). However, MeT did not significantly increase the number of γH2AX foci (Fig. 2G; Supplementary Fig. S1E), a marker of DSBs, suggesting that DNA damage is not a major mechanism underlying its growth-suppressive activity in prostate cancer cells. Low dose, but not high dose, DHT caused a minor increase in the number of γH2AX foci (Fig. 2G; Supplementary Fig. S1E), potentially representing a differential mode of action between the two androgens in relation to DNA damage and repair.

### MeT Causes DNA Hypomethylation in Prostate Cancer Cells

AR has a major role in regulating the epigenome via interplay with and transcriptional regulation of chromatin remodeling factors (53), although little is known about how these mechanisms are altered in the context of high-dose androgen treatment. 

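The DNA methyltransferase gene DNMT1 lies on chromosome 19 from 10244018 to 10341962 of GRCh37, on the minus strand, and S1PR2 overlaps its exons in the annotation. It was expressed at 249.8 ± 4.58 CPM (SD, n = 3) with vehicle, 137 ± 11.8 CPM with DHT and 64.1 ± 5.46 CPM with MeT. This was a log2 fold change of -1.96 with MeT (standard error 0.065, adjusted p = 1.95e-18 by limma with Benjamini-Hochberg adjustment) and -0.87 with DHT (adjusted p = 1.69e-10 by the same limma test). The direct difference between MeT and DHT was -1.08 on the log2 scale (adjusted p = 1.38e-12 in limma).

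DNMT3B on chromosome 20 from 31350191 to 31397165 was expressed at 13.5 ± 1.03 CPM with vehicle, 8.93 ± 0.797 CPM with DHT and 4.54 ± 1.12 CPM with MeT. Its log2 fold change was -1.499 with MeT (standard error 0.15, adjusted p = 6.67e-09 by limma with Benjamini-Hochberg adjustment) and -0.58 with DHT (adjusted p = 0.00607 in limma). For DNMT1 and DNMT3B, each MeT library was lower than each DHT library and each DHT library lower than each vehicle library, and exact two-sided permutation tests of 3 against 3 libraries gave p = 0.1, the smallest p that this design allows.

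DNMT3A changed less. It was expressed at 22.3 ± 1.19 CPM with vehicle, 21.9 ± 1.55 CPM with DHT and 18.1 ± 1.03 CPM with MeT, a log2 fold change of -0.29 for MeT (adjusted p = 0.0116 by limma with Benjamini-Hochberg adjustment) and -0.027 for DHT (adjusted p = 0.866 in limma). The change with MeT was no longer detectable after rescaling (-0.15), in edgeR (-0.16) or without vehicle replicate 1 (-0.25). The change with DHT was positive after rescaling (0.014), in edgeR (0.012), without DHT replicate 2 (0.027) and without vehicle replicate 1 (0.015).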

Our RNA-seq data revealed that MeT strongly downregulated the DNA methyltransferases *DNMT1* and *DNMT3b* in LNCaP cells (Fig. 3A), which we validated by qRT-PCR (Fig. 3B) and Western blotting in multiple cell lines (Fig. 3C; Supplementary Fig. S2). Gene signatures of response to DNMT inhibitors (54, 55) were altered by MeT (Fig. 3D), suggesting that DNA hypomethylation and subsequent effects on transcription were occurring downstream of DNMT downregulation. To directly test this idea, we assayed for 5-Methylcytosine at LINEs, a proxy for global DNA methylation. In support of our expression profiling data, a decrease in global DNA methylation levels was observed in response to MeT and, to a lesser extent, DHT, after 6 days of treatment (Fig. 3E).

**FIGURE 3:**
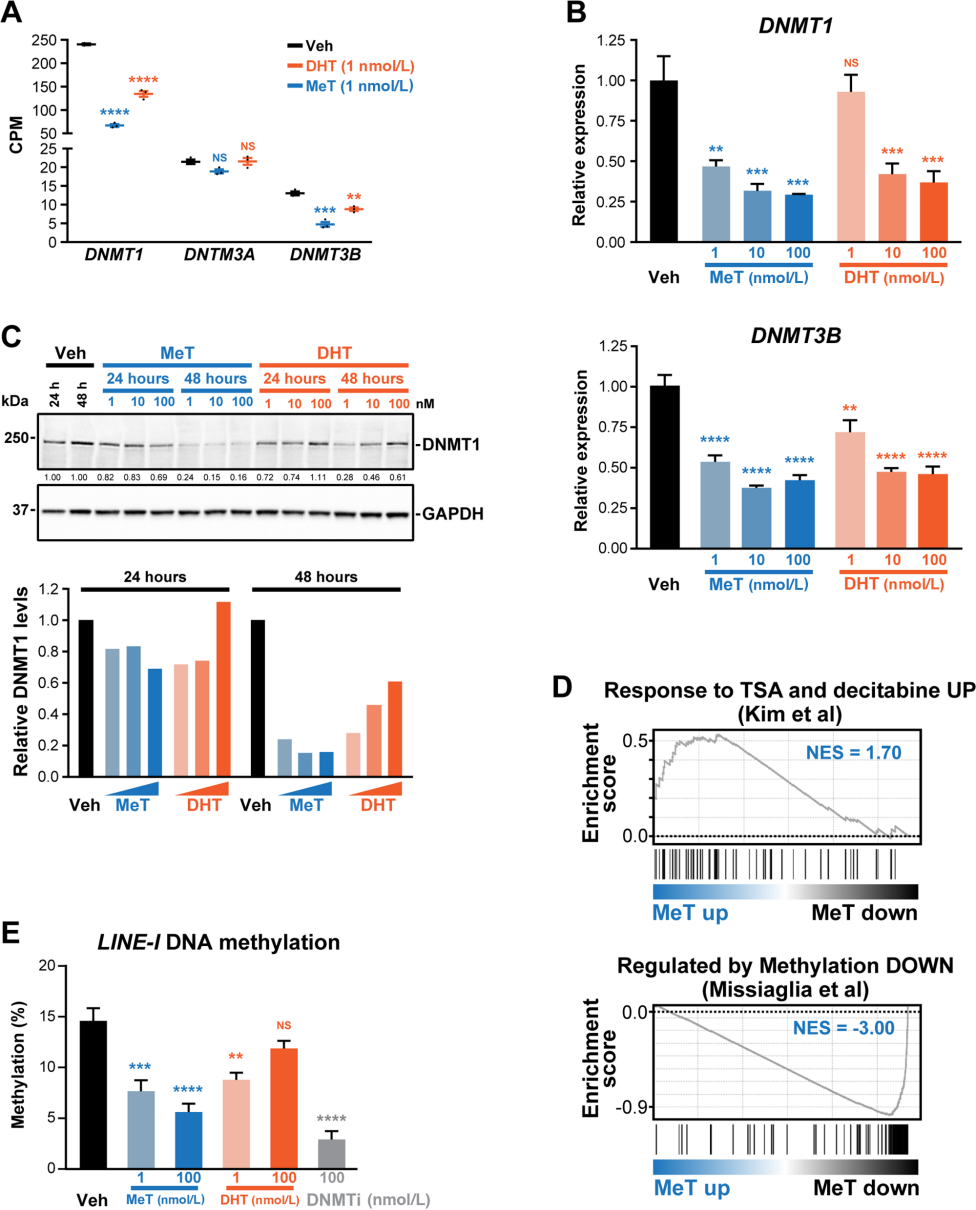
MeT downregulates DNA methyltransferases and causes DNA hypomethylation. **A,** Expression of *DNMT1*, *DNTM3A,* and *DNMT3B*, as determined by RNA-seq, in LNCaP cells following 24 hours of treatment with MeT or DHT (1 nmol/L each) or a vehicle control. CPM, counts per million reads. Middle line, mean; above and below, ± SEM. *P* values (treatment compared with vehicle) were determined using ANOVA and Dunnett multiple comparisons tests (*, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001). **B,** Expression of *DNMT1* (top) and *DNMT3B* (bottom), as determined by qRT-PCR, following 24 hours of treatment with MeT or DHT (1 nmol/L each) or a vehicle control. Gene expression was normalized to *GAPDH*; expression for Vehicle was set to 1. Error bars are SEM; *P* values (treatment compared with vehicle) were determined using ANOVA and Dunnett multiple comparisons tests (*, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001). **C,** Representative Western blot analysis showing DNMT1 protein levels following treatment of LNCaP cells with the indicated doses of MeT or DHT or vehicle control for 24 and 48 hours. GAPDH is shown as a loading control. Quantification of DNMT1 protein (normalized to GAPDH, Veh set to 1) is shown as values below the immunoblot. **D,** Association between MeT-induced genes and a gene set upregulated by DMNT inhibitors TSA and decitabine (top) (54) and between MeT-repressed genes and a set of genes downregulated following treatment with decitabine (bottom; ref. 55), as demonstrated by GSEA. NES, normalized enrichment score. **E,** Global DNA methylation (5 mC; % methylation of *LINE-1* elements) in LNCaP cells treated with indicated doses of MeT or DHT for 6 days. Decitabine (“DNMTi”, 100 nmol/L) was used as a positive control. *P* values (treatment compared with vehicle) were determined using ANOVA and Dunnett multiple comparisons tests (*, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001).

### MeT Induces Transcription of Transposable Elements and Causes Accumulation of double-stranded RNA

The transcription of TEs, which constitute approximately 45% of the human genome (56) and are comprised of distinct families including endogenous retroviruses (ERV), LINEs, and short interspersed nuclear elements (SINE), is heavily influenced by DNA methylation (57). Thus, we hypothesized that loss of DNA methylation in response to MeT could lead to altered TE expression. To test this hypothesis, we first interrogated levels of different TE classes within the ERV/LINE/SINE families in our short-term (24 hour) RNA-seq data. Similar to our analyses of the coding transcriptome, MeT caused substantial changes to expression of TEs whereas DHT had a less pronounced effect (Fig. 4A).

**FIGURE 4:**
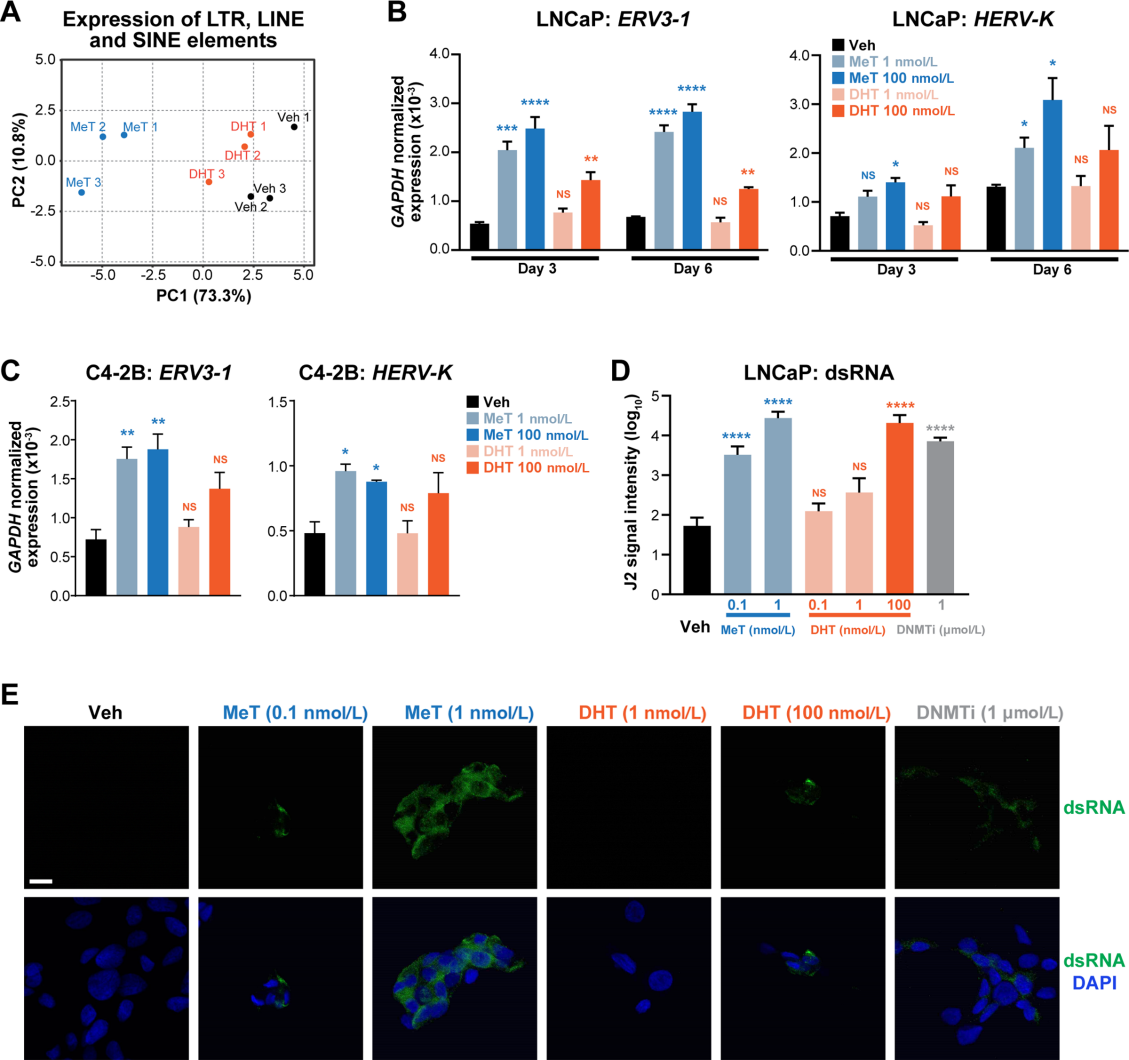
Induction of transposable element expression by MeT is associated with production of dsRNA. **A,** PCA of transposable element expression (long terminal repeats, LINE and SINE elements) from RNA-seq data following treatment of LNCaP cells with MeT or DHT (1 nmol/L each) for 24 hours. The plot was generated using ClustVis (35) after applying unit variance scaling to each element. **B,** Expression of *ERV3-1* and *HERV-K*, as determined by qRT-PCR, following 3 or 6 days of treatment of LNCaP cells with indicated doses of MeT, DHT, or a vehicle control. Expression of ERVs was normalized to *GAPDH*. Error bars are SEM; *P* values (treatment compared with vehicle) were determined using ANOVA and Dunnett multiple comparisons tests (*, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001). **C,** Expression of *ERV3-1* and *HERV-K*, as determined by qRT-PCR, following 3 days of treatment of C4-2B cells with indicated doses of MeT, DHT, or a vehicle control. Expression of ERVs was normalized to *GAPDH*. Error bars are SEM; statistical testing was as in **B**. **D,** Quantitation of cellular dsRNA in LNCaP cells by immunofluorescent staining with J2 mAb following 3 days of treatment with MeT, DHT, or a DNMTi, decitabine. Error bars are SEM; *P* values (treatment compared with vehicle) were determined using ANOVA and Dunnett multiple comparisons tests (****, *P* < 0.0001). **E,** Representative images of J2 immunofluorescence. J2 signal, representing cellular dsRNA, is in green. Nuclei were counterstained with DAPI (blue). Scale bar, 20 μmol/L.

Having established that potent androgen stimulation could alter the expression of TEs in 24 hours, we measured specific transcripts after 3–6 days of treatment, based on the earlier observation that loss of DNA methylation occurred over an equivalent period (Fig. 3E). We initially focused our attention on LINEs, because these elements were specifically evaluated in the DNA methylation assays. *LINE-1* was weakly induced by MeT after 6 days of treatment, but its expression was not altered by DHT treatment (Supplementary Fig. S3A), a finding that was recapitulated in the CRPC cell line C4-2B (Supplementary Fig. S3B). Subsequently, we measured expression of the major family members of ERVs, because these sequences of viral origin are known to influence various biological processes in cancer cells, including innate immune responses (58). MeT induced *ERV3-1* and *HERV-K* transcripts in LNCaP cells (Fig. 4B); *HERV-E* and *HERV-W* were not significantly altered but exhibited a trend toward upregulation (Supplementary Fig. S3C). Analogous results—significant induction of *ERV3-1* and *HERV-K* but not *HERV-E* or *HERV-W*—were observed in the C4-2B model, demonstrating that this response occurs in both androgen-dependent (LNCaP) and androgen-independent (C4-2B) models of prostate cancer (Fig. 4C; Supplementary Fig. S3D). As for protein-coding transcripts, equivalent doses of DHT caused similar qualitative changes to LINE/ERV expression but quantitatively weaker effects (Fig. 4B and C; Supplementary Fig. S3). Collectively, these findings demonstrate that the potent synthetic androgen MeT can induce expression of transposable elements, including ERVs, in a context-dependent manner in prostate cancer cells.

Expression of some ERVs occurs bidirectionally and can thereby result in generation of double-stranded RNA (dsRNA; ref. 59). Because potent androgen treatment led to increased levels of the major classes of ERVs over a period of 3–6 days, we speculated that this could cause accumulation of dsRNA. Using an immunofluorescent approach with a dsRNA-specific antibody (J2), we found that MeT treatment elicited a significant increase in the level of cellular dsRNA in LNCaP cells (Fig. 4D and E). Indeed, 1 nmol/L MeT resulted in more detectable dsRNA than 100 nmol/L DHT and 1 μmol/L of decitabine, a DNMT inhibitor (DNMTi) previously reported to induce dsRNA in other cancer cell types (refs. 59–61; Fig. 4D and E). dsRNA levels were elevated in response to androgen treatment in another AR-positive model, VCaP (Supplementary Fig. S3E); the effect was less pronounced in this cell line compared to LNCaP, potentially due to higher background immunofluorescence levels. Collectively, these findings reveal that potent androgenic stimulation of prostate cancer cells leads to dysregulation of TE transcription that is associated with accumulation of ERV transcripts and dsRNA.

### MeT Activates IFN Signaling

Induction of ERV transcription and accumulation of dsRNA can activate cellular responses similar to those elicited by infection with an exogenous virus, a phenomenon termed “viral mimicry” (58). Given the ability of MeT to modulate ERV transcription and induce dsRNA, we speculated that it could cause a viral mimicry response. To test this hypothesis, we first measured mRNA levels of the cytosolic pattern recognition receptor (PRR) RIG-I (encoded by the *DDX58* gene), which is a major sensor of dsRNA produced during viral infection. We observed induction of *RIG-I* in response to MeT and, to a lesser extent, DHT (Fig. 5A), which was confirmed by Western blotting (Fig. 5B). Another PRR involved in antiviral responses, STING, is best known for its role in sensing of cytosolic DNA but also serves as a detector of RNA viruses and can interact with RIG-I (62): similarly to RIG-I, STING was strongly upregulated by MeT in prostate cancer cells (Fig. 5C). Downstream of PRRs, the mitochondrial antiviral signaling protein (MAVS) and TANK Binding Kinase 1 (TBK-1) are required to activate innate immune antiviral responses (63). As expected, MeT treatment increased the levels of *MAVS* mRNA and phosphorylated (active) TBK-1; DHT again caused analogous but blunted responses (Fig. 5D and E). Sensing of dsRNA by PRRs leads to activation of type I IFN signaling (64). MeT treatment caused induction of *IRF3*, a transcription factor that can activate IFN expression (Fig. 5F), IFNβ (encoded by *IFNB1*; Fig. 5G) and *ISG15* (IFN-stimulated gene 15; Fig. 5H), an IFN-induced factor that plays an important role in the host antiviral response. Activation of IFN signaling by MeT was also observed in the CRPC model C4-2B (Supplementary Fig. S4). Collectively, these findings reveal that MeT activates an antiviral response, likely due to its ability to increase cellular levels of dsRNA.

**FIGURE 5:**
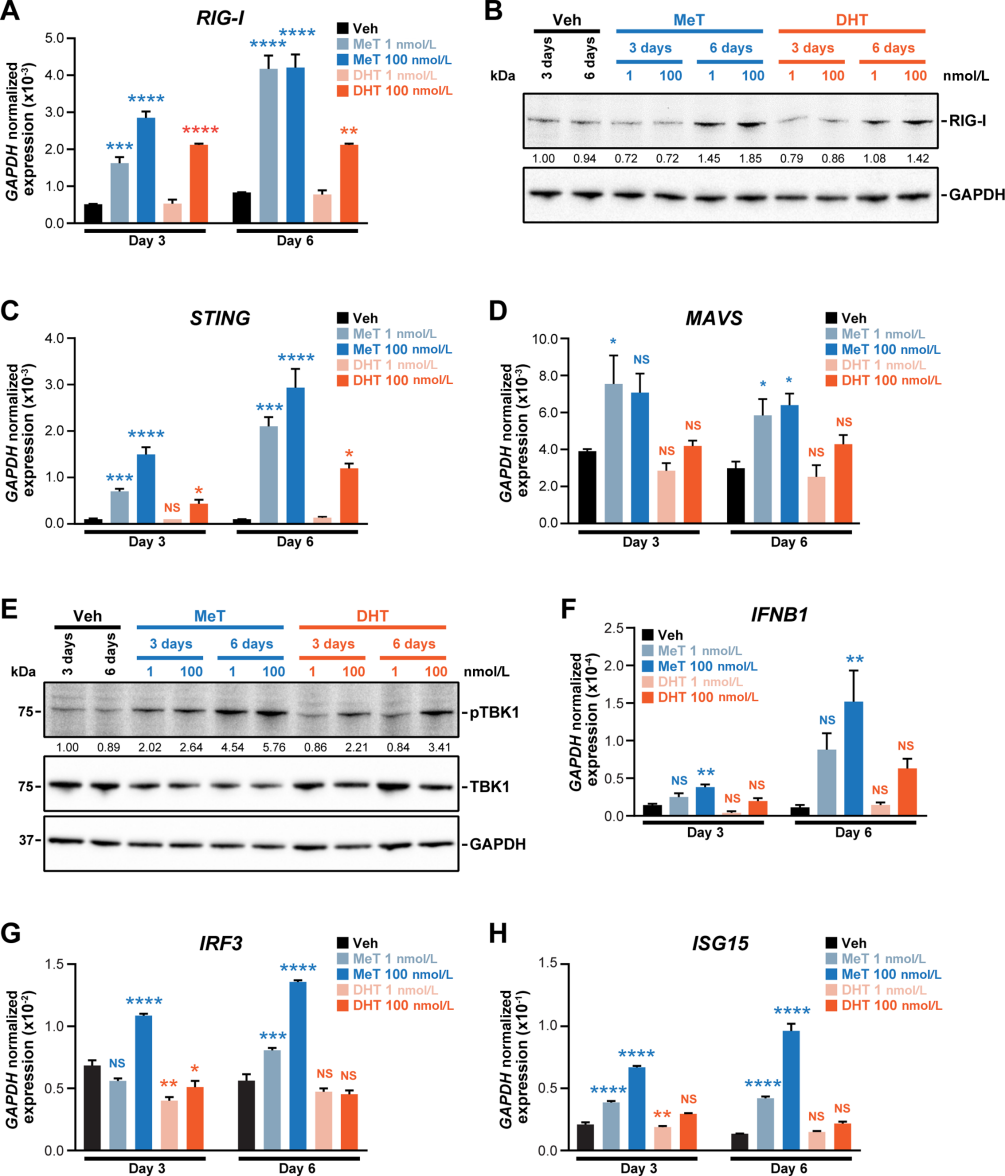
MeT activates an IFN-mediated antiviral response. **A,** Expression of *RIG-I* in LNCaP cells as determined by qRT-PCR following 3 or 6 days of treatment with the indicated doses of MeT or DHT or a vehicle control. Gene expression was normalized to *GAPDH*. Error bars are SEM; *P* values (treatment compared with vehicle at each timepoint) were determined using ANOVA and Dunnett multiple comparisons tests (**, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001). **B,** Western blot analysis showing RIG-I protein levels following treatment of LNCaP cells with the indicated doses of MeT or DHT or vehicle control for 3 or 6 days. GAPDH is shown as a loading control. Expression of *STING* (**C**) and *MAVS* (**D**) in LNCaP cells as determined by qRT-PCR following 3 or 6 days of treatment with the indicated doses of MeT or DHT or a vehicle control. Normalization and statistical tests were as in **A** (*, *P* < 0.05; ***, *P* < 0.001; ****, *P* < 0.0001). **E,** Western blot analysis showing levels of total and phosphorylated TBK1 in C4-2B cells following treatment with the indicated doses of MeT or DHT or vehicle control for 3 or 6 days. GAPDH is shown as a loading control. Expression of *IFNB1* (**F**), *IRF3* (**G**), and *ISG15* (**H**) in LNCaP cells as determined by qRT-PCR following 3 or 6 days of treatment with the indicated doses of MeT or DHT or a vehicle control. Normalization and statistical tests were as in **A** (*, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001).

### Association Between AR Activity and Antiviral Responses in Clinical Prostate Cancer

Our mechanistic investigations using prostate cancer cell lines suggested that potent androgen stimulation could activate a viral mimicry response involving IFN signaling. To gain evidence for this concept in a more clinically relevant setting, we analyzed large transcriptomic datasets from patients with primary prostate cancer (TCGA) and metastatic CRPC (SU2C). Supporting our preclinical mechanistic work, we found a significant positive correlation between AR activity (66) and Reactome's “antiviral mechanism by IFN-stimulated genes” gene set (Fig. 6A). Moreover, by exploiting a study in which ERVs were quantitated in a subset of TCGA samples (65), we discovered a strong positive correlation between AR activity and the expression of ERVs in the ERV3-1 and HERV-K classes (Fig. 6B). No association between AR signaling and HERV-E (*r* = 0.079, *P* = 0.30) or HERV-W (*r* = −0.047, *P* = 0.54) classes was observed, corroborating our earlier findings that these classes of ERVs were not robustly induced by high-dose androgen treatment (Supplementary Fig. S3).

**FIGURE 6:**
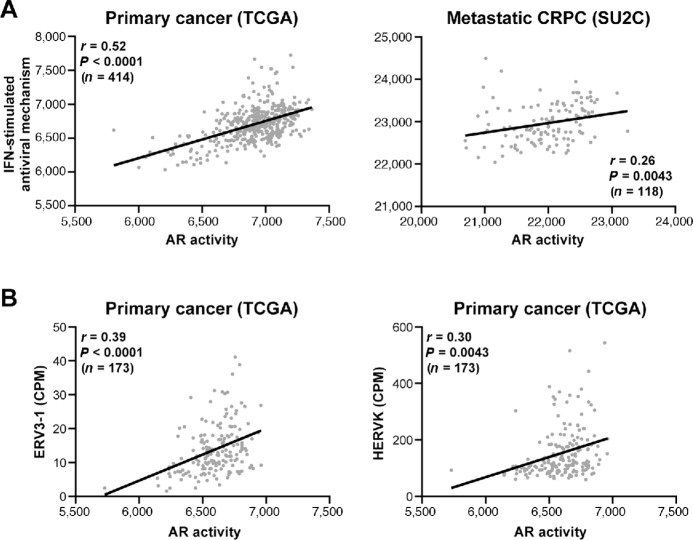
Positive association between AR signaling and antiviral responses in patient tumors. **A,** AR activity, based on a 267-gene signature (66), is associated with the Reactome “antiviral mechanism by IFN-stimulated genes” gene set in TCGA (left) and SU2C (right) datasets. Activity scores were calculated using ssGSEA. *P* and *r* values were determined using Pearson correlation tests. **B,** AR activity is associated with the levels of ERV3-1 (left) and HERVK in TCGA dataset. AR activity scores were calculated using ssGSEA. Counts per million (CPM) reads for ERV3-1 and HERVK (sum of all HERVK transcripts) were obtained from a published study (65). *P* and *r* values were determined using Pearson correlation tests.

### MeT Can Enhance the Interaction Between Prostate Cancer Cells and T Cells

IFN-mediated antiviral defence signaling is associated with increased immunogenicity of solid tumors and improved responses to immune checkpoint therapy (59, 61, 67–69). Indeed, we found that MeT treatment caused increased expression of MHC class I antigen processing and presentation genes over a period of 3–6 days (Fig. 7A). Moreover, AR activity was positively correlated with class I (but not class II: *r* = 0.003 and *P* = 0.96 for TCGA; *r* = 0.174 and *P* = 0.06 for SU2C) MHC-mediated antigen processing and presentation in TCGA and SU2C cohorts (Fig. 7B).

**FIGURE 7:**
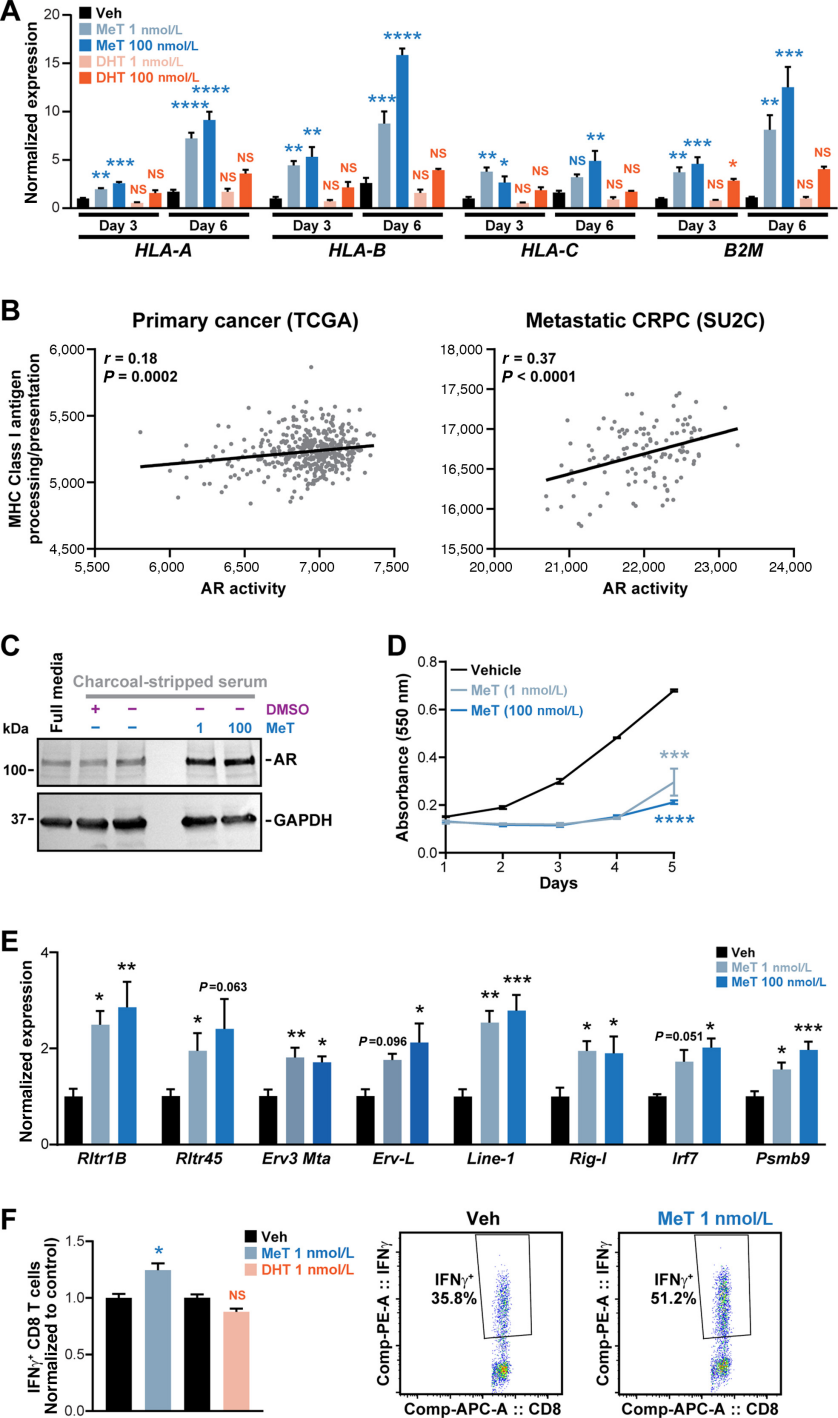
MeT elicits viral mimicry and enhances interplay with T cells in a mouse model of prostate cancer. **A,** Expression of *HLA* genes and *B2M*, as determined by qRT-PCR, following 3 or 6 days of treatment of LNCaP cells with the indicated doses of MeT or DHT or a vehicle control. Gene expression was normalized to *GAPDH*. Error bars are SEM; *P* values (treatment compared with vehicle at each timepoint) were determined using ANOVA and Dunnett multiple comparisons tests (*, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001). **B,** AR activity is associated with the Reactome “class I MHC-mediated antigen processing and presentation” gene set in TCGA (left) and SU2C (right) datasets. Activity scores were calculated using ssGSEA. *P* and *r* values were determined using Pearson correlation tests. **C,** Western blot analysis showing AR protein expression in RM1 cells following treatment with the indicated doses of MeT or vehicle control in both full (androgen replete) and charcoal-stripped (androgen depleted) media. GAPDH is shown as a loading control. **D,** MeT suppresses growth of RM1 cells, as determined by sulforhodamine B colorimetric assay mean absorbance (550 nm) is shown at the indicated timepoints; error bars are ± SEM. *P* values were determined using unpaired *t* tests at day 5 (***, *P* < 0.001; ****, *P* < 0.0001). **E,** Expression of ERVs (*Rltr1B*, *Rltr45, Erv-L, Erv3 Mta*)*, Line-1*, *Rig-I Irf7,* and *Psmb9* in RM1 cells as determined by qRT-PCR following 3 days of treatment with the indicated doses of MeT. Gene expression was normalized to *Hprt.* Vehicle for each gene was set to 1. Error bars are SEM; *P* values (treatment compared to vehicle at each timepoint) were determined using ANOVA and Dunnett multiple comparisons tests (*, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001). **F,** ICS assay demonstrating IFNγ^+^ in CD8^+^ T cells. T cells were cocultured with RM1 cells treated with indicated doses of MeT or DHT for 3 days. Vehicle control for each AR ligand was set to 1. Error bars are SEM; *P* values (treatment compared with vehicle at each timepoint) were determined using ANOVA and Dunnett multiple comparisons tests (*, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001).

To determine whether type I IFN-driven modulation of immune signaling in prostate cancer in response to MeT influences T-cell function, we utilized the murine RM1 model of CRPC (18). We first confirmed that RM1 cells expressed AR (Fig. 7C) and were growth inhibited by MeT and DHT (Fig. 7D; Supplementary Fig. S5A), which collectively highlight the suitability of this model as a tool to understand the impact of potent androgen treatment on prostate cancer biology. Mirroring the findings from human prostate cancer cell lines, MeT increased expression of ERVs (murine *ERV-L*, *MTA*, *RLTR1B,* and *RLTR45*), *LINE-1* elements, *Rig-I* and *Irf7* in RM1 cells (Fig. 7E). Despite DHT having equivalent growth-suppressive effects, it did not influence expression of transposable elements, *Rig-I* or IFN pathway genes (Supplementary Fig. S5B). We next used an *ex vivo* coculture system to assess whether MeT-mediated alterations to the RM1 cellular phenotype could lead to T-cell activation. While DHT treatment had no effect on T-cell response, MeT treatment of RM1 cells increased the immunogenicity of RM1 cells, resulting in enhanced CD8^+^ T-cell recognition and functional cytokine production measured using an ICS assay (Fig. 7F).

## Discussion

Although the mainstay treatment for advanced prostate cancer relies on suppression of AR activity, there is accumulating evidence that potent activation of AR by treating patients with CRPC with high doses of testosterone can also be of therapeutic benefit. The molecular mechanisms underlying this apparent paradox remain to be fully elucidated. Here, by using a synthetic and highly potent androgen, MeT, we provide new insights into the consequences of hyperactivation of AR in prostate cancer.

Molecular dissection of AR activity revealed that MeT elicits remarkably similar activity to DHT in terms of qualitative effects on the transcriptome and AR cistrome. Thus, MeT does not appear to “reprogram” the activity of AR, which has been postulated as a mechanism underlying growth-inhibitory activity of high dose DHT and the synthetic androgen R1881 (14, 15). Instead, our data indicate that MeT more potently regulates canonical (i.e., DHT-regulated) AR signaling: (i) 99% of androgen-regulated genes were altered more strongly with MeT; (ii) almost all AR DNA binding events were stronger and/or more stable in the presence of MeT; and (iii) MeT was more potent in transcriptional activation assays using an androgen-responsive reporter gene construct, which is consistent with previous work (70). The molecular basis for the greater potency of MeT compared with DHT is unknown but we favor the view that it largely relates to increased stability arising from the C17α methyl group (71). However, we cannot rule out the possibility that alterations to AR-bound MeT, such as altered coregulator interactions, may increase its potency.

The potency of MeT was manifested by robust regulation of DNA damage/repair and replication pathways and gene sets that are known to respond to high doses of T and DHT and have been suggested to (at least partly) underpin growth suppression and cell death caused by high-dose androgen treatment (48–50). Interestingly, despite strong downregulation of DNA repair genes, we did not observe increased staining of the DNA damage marker γH2AX in response to MeT. Increased DNA damage has been purported to be a mechanism by which high-dose androgen treatment causes cell death (48), synergizes with agents that inhibit DNA repair (48) and elicits therapeutic responses in PDXs (72) or patients with defective homology-directed repair (HDR; refs. 73, 74). This concept has led to a prevailing belief that HDR gene defects could be useful predictive biomarkers of BAT (48) and that combining BAT with DNA-damaging therapies, such as radiotherapy (e.g., NCT04704505), is a rational therapeutic strategy. In contrast, other studies failed to detect heightened DNA damage in response to high doses of physiologic or synthetic (i.e., R1881) androgens (75), and a recent analysis of BAT clinical trials failed to demonstrate improved progression-free survival in patients with HDR gene defects (76). We propose that definitively establishing the relevance of DNA damage as a mediator of therapeutic response to androgen therapies (including MeT) is imperative to maximize clinical impact.

In addition to its effects on DNA replication and repair pathways, our data revealed that MeT caused a major shift in the expression profile of TEs, including ERVs such as ERV3-1 and HERV-K. This occurred subsequent to downregulation of DNMT enzymes, including DNMT and DNMT3b, and reduction of DNA methylation at LINE-1 elements. Given the well-established role of DNA methylation in suppressing the expression (and mobility) of ERVs and other TEs (57), we propose that inhibition of DNMTs is a key mechanism underlying our observation. A negative association between the expression/activity of AR and DNMTs has been reported previously (e.g., ref. 77), but the molecular underpinnings of this phenomenon are not known. One plausible explanation is that hyperactive AR decreases DNMT expression via its interplay with Rb and E2F. More specifically, it has been reported that high-dose androgen treatment leads to AR and Rb binding to, and transcriptionally repressing, a series of E2F-regulated genes involved in DNA replication (49), a finding that we recapitulated with MeT. Because DNMT1 is a well-established target of E2F (78, 79), it is reasonable to expect that it would be downregulated by AR-mediated perturbation of the Rb/E2F1 axis. Such a mechanism is reminiscent of an earlier study demonstrating that the CDK4/6 inhibitor abemaciclib reduces E2F activity and thereby decreases DNMT1 expression (80).

Upregulation of ERVs can result in accumulation of cellular dsRNA (59), which is sensed by PRRs (i.e., RIG-I, STING) that signal via MAVS/TBK-1 to activate IFN signaling. We propose that this “viral mimicry” response is a key mechanism by which MeT activates IFN, although we cannot rule out the possibility that host long non-coding RNAs and/or miRNAs induced by MeT play a role in RIG-I activation, as has been described recently (81). Viral mimicry is thought to be an important mediator of tumor innate immunity in response to epigenetic therapies such as DNMT inhibitors, histone deacetylase inhibitors, CDK4/6 inhibitors and EZH2 inhibitors (59, 60, 69, 80, 82, 83). In support of this, we demonstrated that MeT enhanced the immunogenicity of murine prostate cancer cells leading to elevated T-cell responses in a coculture system, providing *in vitro* evidence that a viral mimicry response induced by this androgen could modulate the tumor immune microenvironment.

Prostate cancer is recognized as an immunologically “cold” cancer type based on its tumor microenvironment (i.e., few infiltrating cytotoxic T cells and a predominance of immunosuppressive cells, such as regulatory T cells and M2 macrophages), low immunogenicity and downregulation of MHC class I antigen-processing/presenting machinery in tumor cells (84). These characteristics likely explain the limited impact of immunotherapies in this disease to date (84). A cellular immunotherapy, Sipuleucel-T, is approved for men with metastatic CRPC but only confers a survival benefit of approximately 4 months (85). Similarly, multiple trials of immune checkpoint inhibitors (ICI) have failed to demonstrate overall survival benefits (84), although some patients have experienced extraordinary responses to this treatment strategy (74, 86). With this background in mind, there is considerable interest in developing combinatorial treatment strategies that would sensitize CRPC tumors to immunotherapy. Our study found that MeT enhanced expression of MHC class I genes and increased T cell activity, suggesting that this regulator of viral mimicry could increase tumour cell immunogenicity, which is critical to improve response to ICIs. In support of this concept, a recent study found that inhibition of EZH2 activated a dsRNA–STING–IFN stress response that increased intratumoral trafficking of activated CD8^+^ T cells and sensitized prostate cancer cells to PD-1 checkpoint blockade (69). Moreover, there is evidence that both AR activation (i.e., BAT) and AR inhibition (i.e., enzalutamide) could sensitize tumors to PD-1 inhibitors, albeit in very small studies (74, 86). Whether response to ICIs in patients previously treated with BAT is a result of viral mimicry is an enticing possibility that warrants further investigation, either using preclinical models and/or by molecular analysis of samples from patients being treated by BAT/ICI in ongoing clinical trials (e.g., COMBAT-CRPC, NCT03554317).

Immunologic priming by BAT has been hypothesized to be a consequence of androgen-mediated DNA damage, which can be sensed by the dsDNA sensor protein cGAS that can in turn activate IFN signaling (74). At least two lines from our study of evidence suggest that this hypothesis should be modified to consider dsRNA as an alternative trigger of IFN signaling. First, MeT (and to a lesser extent DHT) induced ERVs, RIG-I, and MAVS and caused accumulation of dsRNA. Second, we did not observe a substantial increase in DNA damage—using γH2AX as a molecular marker of DNA damage—in response to MeT treatment in LNCaP cells. However, the absence of γH2AX foci does not preclude MeT-mediated DNA damage, nor did we specifically measure cytoplasmic DNA. In addition, STING, which is traditionally thought of as a sensor of cytoplasmic DNA, was induced by MeT, although it must be noted that emerging evidence suggests that this factor also plays a key role in dsRNA-based immune responses (62, 69). In short, it is plausible that the multifactorial impact on transcription and genome organization caused by MeT (or high doses of DHT/T) would result in both dsRNA accumulation and DNA damage, both of which could elicit viral mimicry and IFN signaling.

An important question that still needs to be addressed is whether, and to what extent, activation of IFN signaling contributes to MeT-mediated suppression of prostate cancer cell growth. Type I IFNs can elicit cell-cycle arrest and apoptosis in malignant cells (87), therefore it is possible that induction of this pathway at least partly explains the efficacy of MeT. However, MeT (and high doses of T/DHT) cause growth suppression within 1–2 days, whereas we observed induction of *IFNβ* and *IRF7* 3–6 days after treatment, an observation that is consistent with a stepwise activation of IFN involving epigenomic remodeling, ERV transcription and sensing of dsRNA. Moreover, growth suppression of RM1 cells by MeT and DHT was equivalent, even though the latter hormone did not induce ERVs or the IFN pathway. These observations argue against viral mimicry and IFN pathway activation playing a major role in the growth-inhibitory effects of MeT, at least when prostate cancer cells are grown *in vitro*. Future *in vivo* studies carried out in the context of antagonism or ablation of viral mimicry effectors (e.g., RIG-I, IFNβ) could resolve this outstanding question.

A consistent finding throughout our study was that MeT exhibited greater potency—in terms of prostate cancer cell growth inhibition, AR DNA binding and transcriptional activity and viral mimicry responses—than DHT. MeT has been reported to have reduced affinity, when compared with DHT, for both the rat AR ligand-binding domain (88, 89) and cytosolic fractions from rat prostate (90). However, the main pathway for metabolism of testosterone and its derivatives in prostate cancer cells is via glucuronidation (91), and MeT is very poorly glucuronidated by human glucuronyl-transferases (92). With these early biochemical studies in mind, we propose that the stronger androgenic effects elicited by MeT relate to its increased stability compared with DHT. Moreover, we hypothesize that the increased potency of MeT, as opposed to a differential mode of action, explains why activation of IFN has not been observed in previous studies aimed at dissecting the mode of action of high-dose DHT and other androgens (i.e., R1881; refs. 48, 50). This hypothesis is supported by the observation that DHT elicited effects on ERVs, dsRNA production and IFN signaling that were qualitatively analogous to those mediated by MeT but were in almost all cases weaker. In short, we postulate that a certain threshold of AR activation, in terms of both strength and duration, is required to activate a viral mimicry response and that such a threshold can be more readily reached with stable synthetic androgens such as MeT.

Whether the anabolic-androgenic steroid MeT could be harnessed as a therapeutic for advanced prostate cancer, either in combination with ADT in a “BAT-like” therapy or as an immunotherapy-sensitizing agent, is an intriguing question. Current medical recommendations suggest that MeT should be explicitly avoided in men with prostate cancer but these are based on the historical viewpoint that androgens promote tumor progression, which is overly simplistic in the era of SupraT/BAT as a rational and safe treatment for CRPC. Although MeT has a range of medical uses, including to treat delayed puberty in males (93), as a component of menopausal hormone therapy in women (94) and, historically, as a treatment for breast cancer (95), it is no longer commonly used in these clinical scenarios. Drawbacks of MeT include high estrogenicity, due to its efficient aromatization into the potent and stable estrogen 17α-methylestradiol (96), and hepatotoxicity (97). The enhanced potency and stability of MeT could provide advantages over testosterone in BAT. Of course, other AR ligands may be even more effective than MeT in terms of prostate cancer growth suppression and/or modulation of immune responses. In this respect, selective AR modulators (SARM) are of interest (98) because it is conceivable that some may possess the requisite androgenic anti-growth and immunomodulatory activities in prostate cancer cells and favorable anabolic properties in other tissues. Indeed, a recent study found that SARMs with potent growth-suppressive activity in prostate cancer activated the transcriptional activity of AR in a manner highly concordant to that of steroidal androgens, although effects on innate immune signaling were not reported in this study (99). Thus, we propose that research beyond the physiologic androgens testosterone and DHT will be required to fully capitalize on the therapeutic potential of AR activation.

Our investigations have revealed a novel consequence of potent activation of AR by MeT in prostate cancer cells. We propose that this work will expose new avenues of research aimed at elucidating interplay between androgenic and immune responses in the prostate and potentially facilitate the development of new hormonal strategies to sensitize prostate cancer to immunotherapies.

## Supplementary Material

Supplementary Figures S1-5 and Table S1 Supplementary Figures 1-5 and Table S1 Click here for additional data file.

Supplementary Dataset S1 Supplementary ChIP-seq data analysis Click here for additional data file.

Supplementary Dataset S2 Supplementary RNA-seq data analysis Click here for additional data file.

Key Resources Table KRT1 Key Resources Table Click here for additional data file.

# Supplementary material for: Potent Stimulation of the Androgen Receptor Instigates a Viral Mimicry Response in Prostate Cancer
**Source:** Cancer Res Commun. 2022 Jul 25;2(7):706–24. doi: 10.1158/2767-9764.CRC-21-0139
**Supplement:** Supplementary Figures S1-5 and Table S1 — Supplementary Figures 1-5 and Table S1

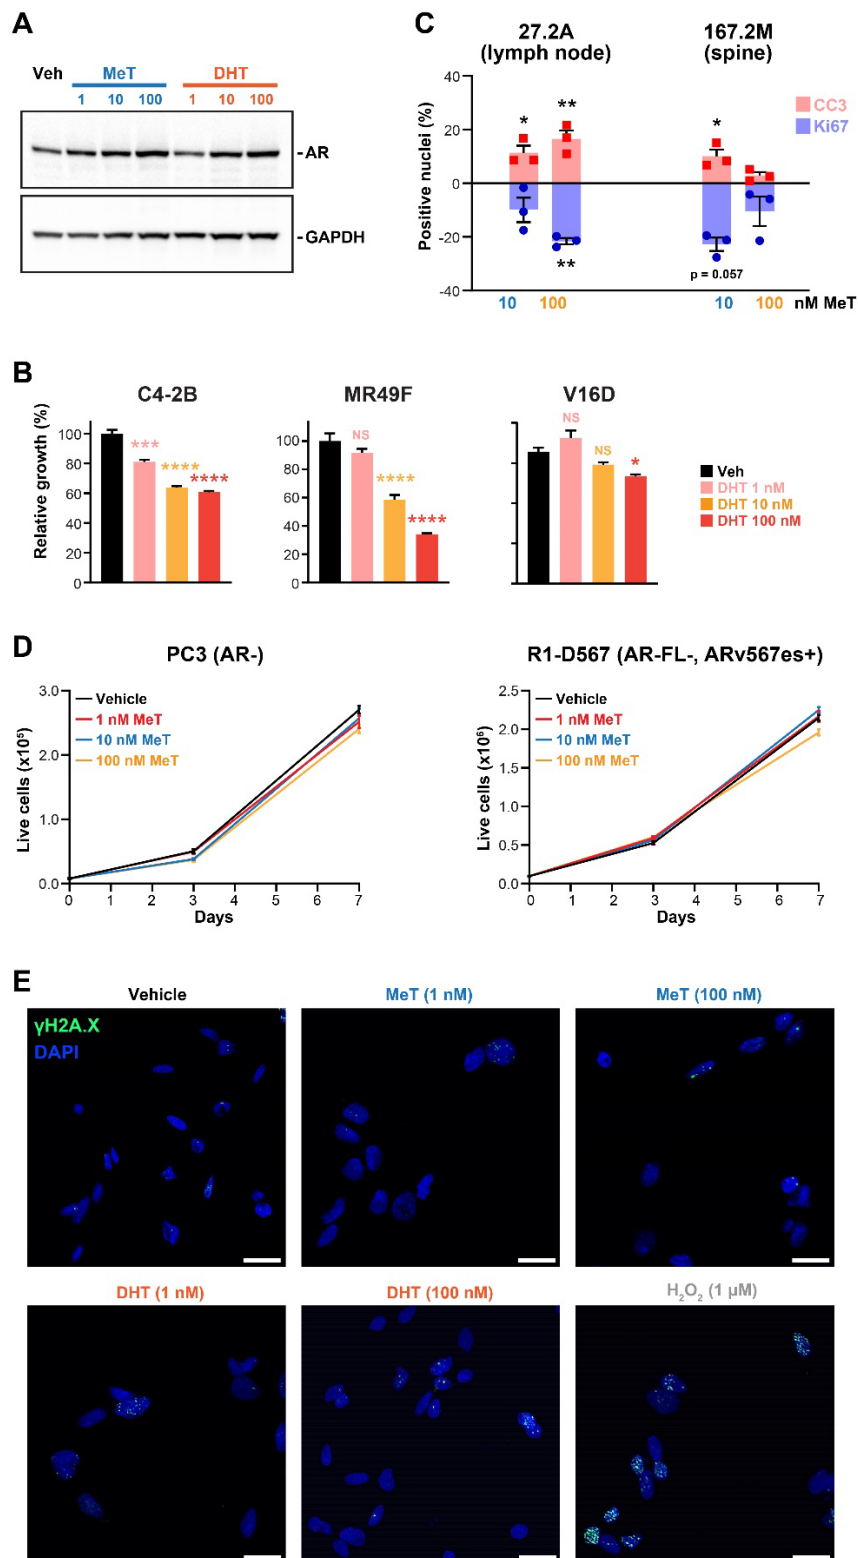

**Supplementary Fig. 1. (A)** Representative Western blot showing AR protein levels following treatment of LNCaP cells with the indicated doses of MeT or DHT or vehicle control for 24. GAPDH is shown as a loading control. **(B)** Effect of DHT on the growth of CRPC models of PCa (C4-2B, MR49F and V16D), as determined by Trypan blue growth assay. P values (using

day 7 data) were determined using ANOVA and Dunnett's multiple comparisons tests (\*,  $p < 0.05$ ; \*\*\*,  $p < 0.001$ ; \*\*\*\*,  $p < 0.0001$ ). NS, not significant. **(C)** MeT has anti-tumor activity against patient-derived xenografts (PDXs; 27.2A and 167.2M) grown *ex vivo*. PDX-derived tumor fragments were treated for 48 h with the indicated doses of MeT. Graphs represent average changes in the percentage of cells positive for cleaved caspase 3 (CC3) or Ki67 versus the vehicle control. Error bars are  $\pm$  SEM. P values were determined using t tests of absolute Ki67 and Casp3 values in each treated group compared to its matching vehicle control from the same PDX tissue (\*,  $p < 0.05$ ; \*\*,  $p < 0.01$ ). **(D)** Methyl-testosterone does not affect the growth of PC3 or R1-D567 prostate cancer cells. Cell growth was measured using Trypan blue growth assays. Error bars are  $\pm$  SEM. AR-FL, AR full-length; ARv567es, AR variant 567es. **(E)** Representative images of  $\gamma$ H2AX immunofluorescence (related to Fig. 2G). Scale bar = 20  $\mu$ M.

## C4-2B

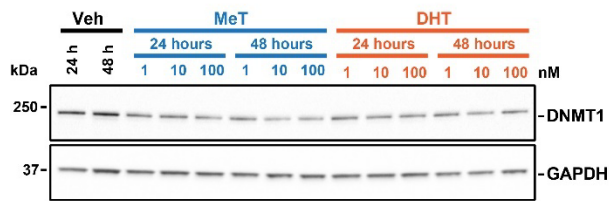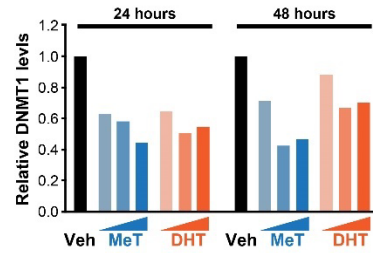

## V16D

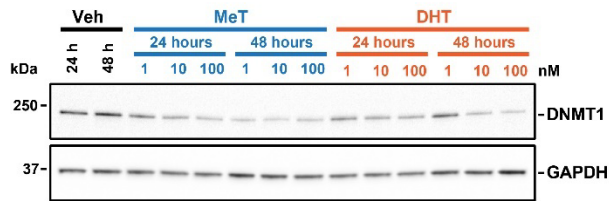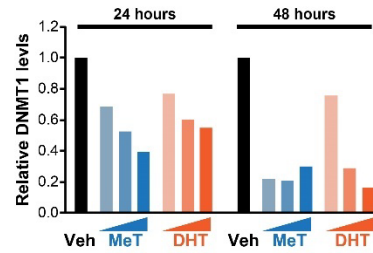

**Supplementary Fig. 2. Methyl-testosterone down-regulates DNMT1.** Representative Western blots showing DNMT1 protein levels following treatment of C4-2B (top) and V16D (bottom) cells with the indicated doses of MeT or DHT or vehicle control for 24 and 48 hours. GAPDH is shown as a loading control. Quantification of DNMT1 protein (normalised to GAPDH) is shown on right.

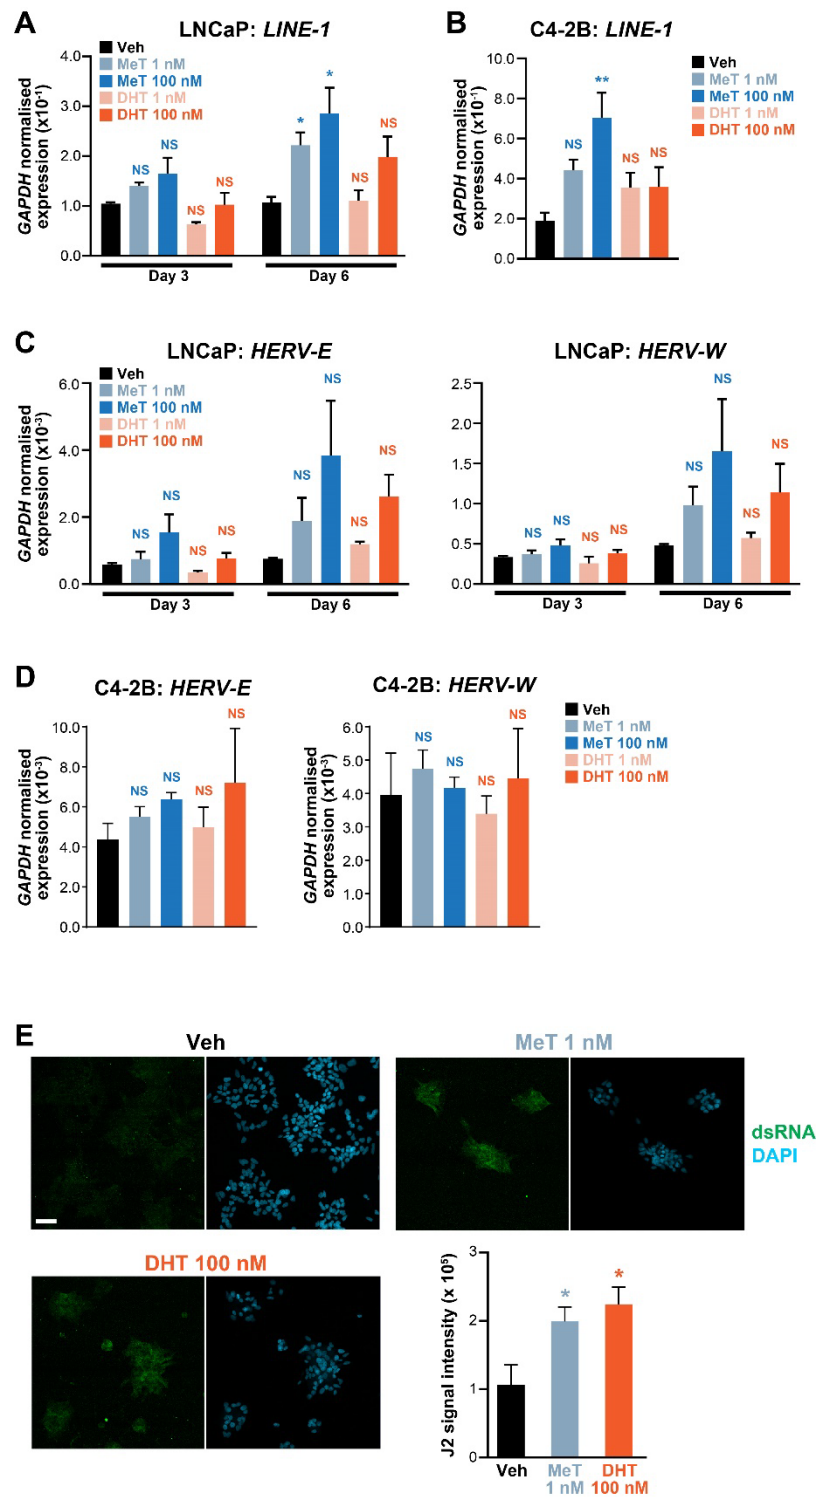

**Supplementary Fig. 3. Regulation of transposable element expression by methyltestosterone.** (A-B) Expression of *LINE-1*, as determined by qRT-PCR, following treatment with MeT or DHT in LNCaP (A) and C4-2B (B; 3 day treatment) cells. Expression of *LINE-1* was normalized to *GAPDH*. Error bars are SEM; P values (treatment compared to vehicle) were determined using ANOVA and Dunnett's multiple comparisons tests (\*,  $p < 0.05$ ; \*\*,  $p < 0.01$ ). (C) Expression of *HERV-E* and *HERV-W*, as determined by qRT-PCR, following treatment with MeT or DHT in LNCaP cells. Expression of ERVs was normalized to *GAPDH*. Error bars are SEM; significance (treatment compared to vehicle) was determined using

ANOVA and Dunnett's multiple comparisons tests. **(D)** Expression of HERV-E and HERV-W, as determined by qRT-PCR, following treatment with MeT or DHT for 3 days in C4-2B cells. Expression of ERVs was normalized to *GAPDH*. Error bars are SEM; significance (treatment compared to vehicle) was determined using ANOVA and Dunnett's multiple comparisons tests. **(E)** Quantitation of cellular dsRNA in VCaP cells by immunofluorescent staining with J2 monoclonal antibody following 3 days of treatment with MeT or DHT. Error bars are SEM; P values (treatment compared to vehicle) were determined using ANOVA and Dunnett's multiple comparisons tests (\*\*\*\*,  $p < 0.0001$ ). Representative images of J2 immunofluorescence are shown (J2 signal, representing cellular dsRNA, is in green; nuclei were counterstained with DAPI, in blue). Scale bar = 50  $\mu$ M.

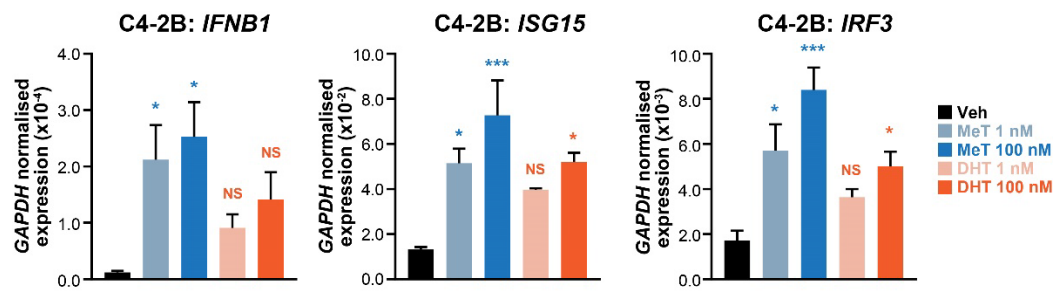

**Supplementary Fig. 4. Induction of IFN signalling by methyl-testosterone in C4-2B cells.** Expression of IFN $\beta$  (encoded by *IFNB1*), *ISG15* and *IRF3*, as determined by qRT-PCR, following treatment with MeT or DHT for 6 days in C4-2B cells. Expression of genes was normalized to *GAPDH*. Error bars are SEM; P values (treatment compared to vehicle) were determined using ANOVA and Dunnett's multiple comparisons tests (\*,  $p < 0.05$ ; \*\*\*,  $p < 0.001$ ).

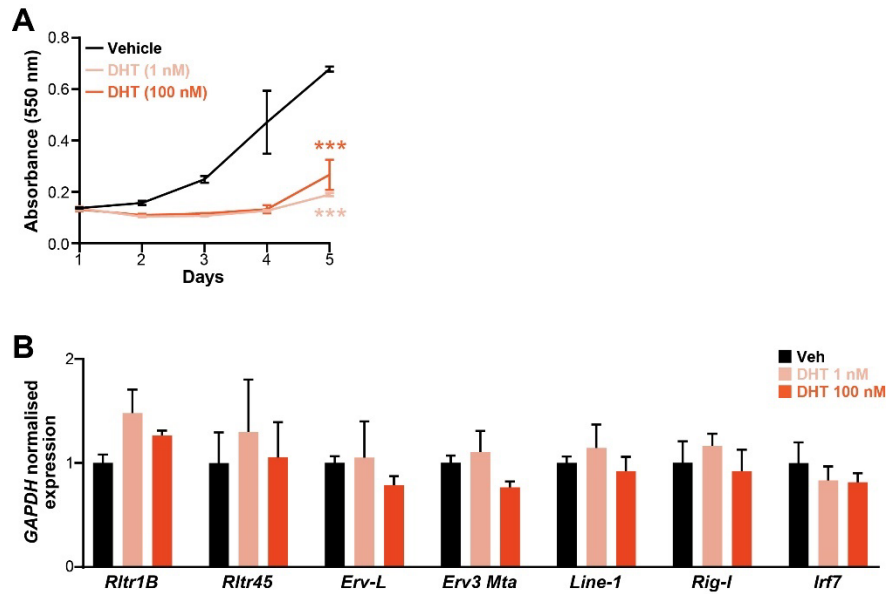

**Supplementary Fig. 5. Effects of DHT on RM1 murine model of prostate cancer. (A)** DHT suppresses the growth of RM1 cells, as determined by Sulforhodamine B colorimetric assay. Mean absorbance (550 nm) is shown at the indicated time-points; error bars are  $\pm$  SEM. P values were determined using unpaired t tests at day 5 (\*\*\*,  $p < 0.001$ ). **(B)** Expression of ERVs (*Rltr1B*, *Rltr45*, *Erv-L*, *Erv3 Mta*), *LINE-1*, *RIG-I*, *IRF7* and *ISG15* in RM1 cells as determined by qRT-PCR following 3 days of treatment with the indicated doses of DHT. Gene expression was normalized to *Hprt*. Vehicle for each gene was set to 1. Error bars are SEM; P values (treatment compared to vehicle at each time-point) were determined using ANOVA and Dunnett's multiple comparisons tests (no significant differences for any transcripts with either dose of DHT).

**Table S1. Primers used in this study**

| <b>Primer</b>     | <b>Sequence</b>          | <b>Species</b> |
|-------------------|--------------------------|----------------|
| STING-Fwd         | AGCATTACAACAACCTGCTACG   | Human          |
| STING-Rev         | GTTGGGGTCAGCCATACTCAG    | Human          |
| ERV3-env-Fwd      | CCATGGGAAGCAAGGGAAC      | Human          |
| ERV3-env-Rev      | CTTTCCCCAGCGAGCAATAC     | Human          |
| HERV-W-Fwd        | TGAGTCAATTCTCATACCTG     | Human          |
| HERV-W-Rev        | AGTTAAGAGTTCTTGGGTGG     | Human          |
| HERVE Fwd         | GGTGTCACTACTCAATACAC     | Human          |
| HERVE-Rev         | GCAGCCTAGGTCTCTGG        | Human          |
| HERVF-Fwd         | CCTCCAGTCACAACAAC        | Human          |
| HERVF-Rev         | TATTGAAGAAGGCGGCTGG      | Human          |
| ERVL-Fwd          | ATATCCTGCCTGGATGGGGT     | Human          |
| ERVL-Rev          | GAGCTTCTTAGTCCTCCTGTGT   | Human          |
| HERV-K-Fwd        | ATTGGCAACACCGTATTCTGCT   | Human          |
| HERV-K-Rev        | CAGTCAAAATATGGACGGATGGT  | Human          |
| DNMT1-Fwd         | GCGTTCCGGCTGAACAAC       | Human          |
| DNMT1-Rev         | GCATCTCCACGTCTCCCT       | Human          |
| EZH2-Fwd          | GTGGAGAGATTATTTCTCAAGATG | Human          |
| EZH2-Rev          | CCGACATACTTCAGGGCATCAGCC | Human          |
| B2M-Fwd           | TGACTTTGTCACAGCCCAAG     | Human          |
| B2M-Rev           | AGCAAGCAAGCAGAATTTGG     | Human          |
| HLA-A-Fwd         | GGCCCTGACCCAGACCTG       | Human          |
| HLA-A-Rev         | GCACGAACTGCGTGTCGTC      | Human          |
| HLA-B-Fwd         | ACTGAGCTTGTGGAGACCAGA    | Human          |
| HLA-B-Rev         | GCAGCCCCTCATGCTGT        | Human          |
| HLA-C-Fwd         | CTGGCCCTGACCGAGACCTG     | Human          |
| HLA-C-Rev         | CGCTTGTACTTCTGTGTCTCC    | Human          |
| IFN- $\beta$ -Fwd | GCCATCAGTCACTTAAACAGC    | Human          |
| IFN- $\beta$ -Rev | GAAACTGAAGATCTCCTAGCCT   | Human          |
| ISG15-Fwd         | CCTTCAGCTCTGACACC        | Human          |
| ISG15-Rev         | CGAACTCATCTTTGCCAGTACA   | Human          |
| IRF7-Fwd          | GTGGACTGAGGGCTTGTAG      | Human          |
| IRF7-Rev          | TCAACACCTGTGACTTCATGT    | Human          |
| MAVS-Fwd          | AGGAGACAGATGGAGACACA     | Human          |
| MAVS-Rev          | CAGAACTGGGCAGTACCC       | Human          |
| RIG-I-Fwd         | CCAGCATTACTAGTCAGAAGGAA  | Human          |
| RIG-I-Rev         | CACAGTGCAATCTTGTCATCC    | Human          |
| Irf7-Fwd          | CCACACCCCATCTTCGA        | Mouse          |
| Irf7-Rev          | CCTCCGAGCCCGAAACTC       | Mouse          |
| Psmb9-Fwd         | TAGTAGCTGGCTGGGACCAA     | Mouse          |
| Psmb9-Rev         | GATGGTAAAGGGCTGTCGAA     | Mouse          |
| Hprt-Fwd          | GGCCAGACTTTGTTGGATTT     | Mouse          |

|                   |                           |       |
|-------------------|---------------------------|-------|
| Hprt-Rev          | ACTGGCAACATCAACAGGACT     | Mouse |
| Ddx58 (Rig-I)-Fwd | AAGAGCCAGAGTGTCAGAATCT    | Mouse |
| Ddx58 (Rig-I)-Rev | AGCTCCAGTTGGTAATTTCTTGG   | Mouse |
| Line1-Fwd         | GGACCAGAAAAGAAATTCCTCCCG  | Mouse |
| Line1-Rev         | CTCTTCTGGCTTTCATAGTCTCTGG | Mouse |
| ERV-Mta -Fwd      | TCTGTGGGATGTTGTGTAGGAG    | Mouse |
| ERV-Mta-Rev       | CCACAGATCTTCACAATCCAAA    | Mouse |
| Rltr1B-Fwd        | GGTCCACACAAACACCTACCTT    | Mouse |
| Rltr1B -Rev       | TTTGAGATACACCCTTCGAGGT    | Mouse |
| Rltr45-Fwd        | ACCTTGGACCTTTCTCAATACAT   | Mouse |
| Rltr45-Rev        | GACCTCCTCCTAATAACCAAATG   | Mouse |

# Supplementary material for: Potent Stimulation of the Androgen Receptor Instigates a Viral Mimicry Response in Prostate Cancer
**Source:** Cancer Res Commun. 2022 Jul 25;2(7):706–24. doi: 10.1158/2767-9764.CRC-21-0139
**Supplement:** Key Resources Table KRT1 — Key Resources Table

| **Key Resources Table** | | | | |
| --- | --- | --- | --- | --- |
| **Reagent type (species) or resource** | **Reagents** | **Source or reference** | **Identifiers** | **Additional information** |
| chemical compound, drug | iScript cDNA synthesis kit | BioRad | Cat#: 170-8891 |  |
| chemical compound, drug | Methanol | Chem Supply | Cat#: MA004-2.5L-P |  |
| chemical compound, drug | TRIZOL Reagent | Sigma Aldrich | Cat#: T9424 |  |
| chemical compound, drug | Poly(I:C) (LMW) / LyoVec™ | Invivogen | Cat#: tlrl-picwlv |  |
| chemical compound, drug | \| 17α-Methyltestosterone/ Mesterone \| \| --- \| | \| Sigma Aldrich \| \| --- \| | Cat#: M7252 |  |
| chemical compound, drug | Dihydrotestosterone | Sigma Aldrich | Cat#: 521-18-6 |  |
| cell line (*Homo-sapiens*) | LNCaP | ATCC | ATCC CRL-1740  (RRID:CVCL_1379) |  |
| cell line (*Homo-sapiens*) | VCaP | ATCC | ATCC CRL-2876  (RRID:CVCL_2235) |  |
| cell line (*Homo-sapiens*) | PC3 | ATCC | ATCC CRL-7934  (RRID:CVCL_0035) |  |
| cell line (*Homo-sapiens*) | 22RV1 | ATCC | ATCC CRL-2505  (RRID:CVCL_1045) |  |
| cell line (*Homo-sapiens*) | V16D | PMID: 27046225 | Kind gift from Prof. Amina Zoubeidi |  |
| cell line (*Homo-sapiens*) | MR49F | PMID: 27046225 | Kind gift from Prof. Amina Zoubeidi |  |
| cell line (*Homo-sapiens*) | C4-2B | ATCC | Cat# CRL-3315, RRID:CVCL_4784 |  |
| antibody | mouse anti-dsRNA | SCICONS | Cat# 10010200, RRID:AB_2651015 | Used at 1:500 for immunofluorescence |
| antibody | MHC class I | BioLegend | Cat# 114602, RRID:AB_313593 | Used at 1:1000 for flow cytometry |
| antibody | p-STAT1 | Cell Signaling Technology | Cat# 9170, RRID:AB_330373 | Used at 1:1000 for Western blotting |
| antibody | STAT1 | Cell Signaling Technology | Cat# 9175, RRID:AB_2197984 | Used at 1:1000 for Western blotting |
| antibody | Phospho-Rb (Ser780) Antibody | Cell Signaling Technology | Cat# 9307, RRID:AB_330015 | Used at 1:1000 for Western blotting |
| antibody | Rb (4H1) Mouse mAb | Cell Signaling Technology | Cat# 9309, RRID:AB_823629 | Used at 1:1000 for Western blotting |
| antibody | TBK1/NAK Antibody | Cell Signaling Technology | Cat# 3013, RRID:AB_2199749 | Used at 1:1000 for Western blotting |
| antibody | Phospho-TBK1/NAK (Ser172) (D52C2) XP® | Cell Signaling Technology | Cat# 13498, RRID:AB_2798237 | Used at 1:1000 for Western blotting |
| antibody | Tri-Methyl-Histone H3 (Lys27) (C36B11) | Cell Signaling Technology | Cat# 4395, RRID:AB_11220433 | Used at 1:1000 for Western blotting |
| antibody | Anti-phospho-Histone H2A.X | Millipore | Cat# 05-636, RRID:AB_309864 | Used at 1:1000 for immunofluorescence |
| antibody | GAPDH | Millipore | Cat# AB9132, RRID:AB_347661 | Used at 1:5000 for Western blotting |
| antibody | RIG-I | Santa Cruz Biotechnology | Cat# sc-376845,  RRID:AB_2732794 | Used at 1:1000 for Western blotting |
| antibody | AR | Abcam | Cat# ab108341,  RRID:AB_10865716 | Used at 1:1000 for Western blotting |

How the deposited data were processed for this re-analysis (not part of the article)

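LNCaP cells, a human prostate carcinoma cell line, were treated with vehicle, DHT or MeT, and gene expression was measured by RNA-seq in 9 libraries, 3 for each treatment. According to the paper's methods, the authors trimmed the reads with Cutadapt, aligned them to hg19 with STAR and counted them on genes with featureCounts. The values the authors deposited are CPM, the reads of a gene scaled to a total of 1000000 in each library, without log transformation and without pooling of replicates. No adjustment for gene length or for differences in composition between libraries is contained in them. Of 23346 entries, the 28 with a date in place of a gene symbol were left out because their genes could not be told, which left 23318. Every per-sample column belonged to 1 of the 9 libraries.

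Because each value was a whole multiple of the value of 1 read (100% of the values), the reads counted on genes were recovered, with 14066333 in the shallowest library, 31203253 in the deepest and a median of 19400127. One read was worth between 0.0320 and 0.0711 CPM. The median total was 17826680 reads with DHT, 24373785 with MeT and 18408222 with vehicle. Genes near 1 CPM rest on few reads, and their changes are the least precise. Replicates were compared pair by pair with a chi-square test of their reads and differed by more than sampling noise in every pair, so no library was taken to be a copy of another.

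Expression was tested in R 4.3.3 with limma 3.58.1 on log2(CPM + 0.5), with a mean-variance trend, 1 coefficient per treatment and no block, for MeT against vehicle, DHT against vehicle and MeT against DHT. Genes needed 1 CPM in 3 libraries or more, and p-values were adjusted by the Benjamini-Hochberg method over the 12470 genes that passed. A gene was called at an adjusted p-value of 0.05 or less with an absolute log2 fold change of 1 or more, and the change of a single gene or list member was taken as detectable on the adjusted p-value alone. Tables and figures were made with Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9. For the DNA methyltransferase genes, an exact permutation test of 3 against 3 libraries was added, whose smallest p is 0.1. Intervals of shares are Wilson 95% confidence intervals, which cover counting error only and treat genes as independent.

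Gene lists were tested with camera at a preset correlation of 0.01, adjusted by the Benjamini-Hochberg method over all pairs of list and comparison. They were the 32 DNA repair genes and 72 DNA replication genes labelled in Fig. 2B and C and hand-written lists of 71 androgen-responsive, 60 protein secretion, 68 E2F target, 56 mitotic, 61 MYC target, 50 interferon-stimulated and 21 MHC class I antigen presentation genes and 19 DNA methylation regulators. The hand-written lists were made from general knowledge and are not the published sets. The genes the paper measured by qRT-PCR formed a further list that was reported gene by gene. This qRT-PCR list also holds TBK1, which the paper measured as protein by Western blotting. Genes were named by a rule. It covers the genes of the qRT-PCR list and the DNA methylation regulators, RB1, E2F1, EZH2 and GAPDH, and the genes that Supplementary Dataset S2 marks as not regulated by MeT or not stronger with MeT (LEF1, DKFZP586I1420, MIR29C and PAQR6). It adds the 5 genes with the highest and the 5 with the lowest log2 fold change for MeT among called genes with a mean of at least 10 CPM whose MeT and vehicle libraries do not overlap. It also adds the first 4 genes of the paper's MeT list in each direction, KLK3, TMPRSS2 and FKBP5, and the 3 members of each list with the largest change in each direction. Some genes that the rule covers are not reported here. Genes named outside the rule are said to have been chosen after their values were seen.

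The assignment of libraries to treatments, the comparisons between treatments and their tests, the gene lists, the naming rule and the alternatives listed next were set before the data were examined. Other tests and alternatives were chosen later and are identified as such where their results are given. The alternatives were a pseudocount of 0.1 or 1, no filter on low values, rescaling by median-of-ratios factors, no mean-variance trend, only the libraries of the 2 treatments compared, a replicate block, each library left out in turn, no limit on the fold change, and the quasi-likelihood test of edgeR 4.0.16 on the recovered reads with TMM factors. The set tests were repeated with the rotation test fry and with the correlation in camera estimated from the data, a later choice for 3 of the lists. The limma and edgeR steps were tested on simulated reads of 12351 genes, and each recovered 200 of 200 changed genes with 0 false calls. In simulated data, camera in limma gave an adjusted p-value of 3.74e-106 for a set of 50 raised genes and 0.378 for 50 unchanged genes. Because both hormones share the vehicle libraries, 100 simulations of unchanged groups gave the similarity that sharing alone produces among genes without any effect. A trend of the MeT change on transcript length and GC content was fitted across genes and removed as a check, with the mean change of all genes kept. Called genes were also compared with the gene lists of Supplementary Dataset S2.

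Positions are those of GRCh37, the build also known as hg19, by gene symbol. Of the symbols, 21455 were matched, 19556 directly and 1899 by an older symbol. Which strand setting the counting used is not given in the paper's text, so overlapping genes are named where they concern a printed gene. The Hallmark and DNA methyltransferase inhibitor gene sets, the transposable element reads, the ChIP-seq and an apical junction list were not used here.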

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

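Of the tests in this part, those of the scaling were chosen only after the result was seen.

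NCAPD3 is a condensin gene on chromosome 11 from 134020008 to 134095398 of GRCh37. Supplementary Dataset S2 lists it among the genes altered by MeT, and the paper's text does not discuss it. Its expression was 148 ± 7.03 CPM (SD, n = 3) with vehicle, 149.8 ± 5.51 CPM with DHT and 658 ± 40.3 CPM with MeT. The log2 fold change was 2.14 with MeT (adjusted p = 8.46e-21 by limma with Benjamini-Hochberg adjustment) and 0.015 with DHT, where the 95% confidence interval ran from -0.096 to 0.13. After rescaling it was 0.057 (-0.051 to 0.16). NCAPD3 itself is among the 1298 of the 1308 MeT-altered genes with the same direction for DHT, a count that goes by sign alone. It stood out by its DHT interval close to 0. A DHT interval within 0.25 of 0 was found for 3 of the 1308, namely NCAPD3, NUP93 and LRRC16A (whose exons overlap a gene on the opposite strand), and for NCAPD3 alone after rescaling. These 3 genes were singled out after their values were seen. The direct difference between MeT and DHT was 2.13 for NCAPD3 (adjusted p = 1.20e-19 by limma with Benjamini-Hochberg adjustment), and each MeT library lay above each DHT library. Over the 9 fits that each left out 1 library, the DHT value lay between -0.013 and 0.052, and it was negative without DHT replicate 1 or vehicle replicate 2.

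The scaling of the libraries is excluded as the cause, since the difference between MeT and DHT was 2.24 after rescaling. A single outlying library is excluded too, since the lowest difference with 1 library left out was 2.08. The exons of NCAPD3 overlap 3 genes on the opposite strand, of which VPS26B and JAM3 were measured, and their reads could have been counted on NCAPD3 if the counting ignored strand. Among VPS26B, JAM3 and the neighbours THYN1 and IGSF9B, the highest difference between MeT and DHT was 0.86, that of VPS26B. VPS26B was expressed at 134 CPM with vehicle, 207 CPM with DHT and 378 CPM with MeT, so it rose with DHT by 0.63 on the log2 scale while NCAPD3 did not. THYN1 had 34.6, 33.7 and 59.1 CPM with vehicle, DHT and MeT, an increase detectable with MeT and not with DHT, as for NCAPD3, but at a far lower level. The overlapping gene that was not measured, and GC content and length for this single gene, were not tested and stay open. Beside these, a candidate explanation is that NCAPD3 needs stronger androgen stimulation than 1 nmol/L DHT gave at 24 hours, a hypothesis found on these same data, which these libraries, with 1 dose and 1 time point, do not test.

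ISG20 and HERC5 belong to the list of interferon-stimulated genes. Supplementary Dataset S2 lists both as altered by MeT, and the paper's text does not discuss them. Both rose with MeT by more than the limit on the fold change. ISG20, on chromosome 15 from 89178901 to 89199714, was expressed at 12.0 ± 1.11 CPM (SD, n = 3) with vehicle, 16.6 ± 3.51 CPM with DHT and 26.9 ± 1.84 CPM with MeT. Its log2 fold change was 1.14 with MeT (adjusted p = 1.89e-08 by limma with Benjamini-Hochberg adjustment) and 0.44 with DHT. HERC5, on chromosome 4 from 89378270 to 89427314, was expressed at 10.8 ± 0.952 CPM with vehicle, 16.4 ± 1.05 CPM with DHT and 24.2 ± 1.21 CPM with MeT, a log2 fold change of 1.13 with MeT (adjusted p = 1.90e-09 by limma with Benjamini-Hochberg adjustment) and 0.59 with DHT. For both genes each of the 3 MeT libraries lay above each vehicle library. The DHT change of ISG20 was no longer detectable without DHT replicate 2 (0.28).

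After rescaling, the lower of the MeT values of ISG20 and HERC5 was 1.28, and with 1 library left out the lowest was 1.06, so neither the scaling nor a single library accounts for the rise. No gene with overlapping exons was annotated for either. The highest MeT value among the nearest genes was 0.37, that of MFGE8 beside ISG20, which is below the rise of both. Reads shared between HERC5 and its relative HERC6, which changed by 0.28 with MeT, were not tested and stay open, as do GC content and length for these genes. ISG20 and HERC5 were the only members of the list called as increases on the deposited scale. The median of the whole list was -0.23 with MeT and was not detectably shifted (adjusted p = 0.890 by camera in limma with Benjamini-Hochberg adjustment), so the rise of ISG20 and HERC5 cannot be read as a shift of the list. No biological explanation was tested.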

How the results depend on the processing

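The tests chosen only after the result was seen were fry and the estimated correlation for the interferon-stimulated, MHC class I and DNA methylation regulator lists, the mean differences over genes altered by both hormones, the removal of the limit on the fold change together with another scaling, and the alternatives for ISG15 and IRF7 with MeT against DHT. All alternatives were run, and where a value changed the cause was not tested unless it is named.

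The numbers of called genes over both directions stayed within 1.5 times their value on the deposited scale for MeT, DHT and MeT against DHT under each alternative except removal of the limit on the fold change. Without that limit, 7918 genes were called for MeT (2695 higher, 5223 lower), 3540 for DHT (1481 higher, 2059 lower) and 5591 for MeT against DHT (1703 higher, 3888 lower), because genes with small changes are then counted. After rescaling, removal of the limit gave 7616 genes for MeT (3838 higher, 3778 lower), 3551 for DHT (1886 higher, 1665 lower) and 5424 for MeT against DHT (2787 higher, 2637 lower), so the excess of lower genes on the deposited scale was not kept in any of these comparisons. In edgeR, it gave 7603 genes for MeT (3737 higher, 3866 lower), 3530 for DHT (1795 higher, 1735 lower) and 5388 for MeT against DHT (2719 higher, 2669 lower). On the deposited scale without the limit, MeT altered 95.0% of the DHT-altered genes and changed 94.5% of those more than DHT did, DHT changed 92.9% of the MeT-altered genes in the same direction and 90.3% in the same direction by less, and the mean differences were -0.52 and 0.30. With a pseudocount of 0.1, DHT raised 91 genes, 96.3% of the DHT-altered genes were also altered by MeT, 98.2% of the MeT-altered genes moved in the same direction with DHT and 98.0% by less, and the mean difference for genes that rose was 0.87. With a pseudocount of 1, MeT altered 99.6% of the DHT-altered genes, and this mean difference was 1.04. Without the filter, the mean differences were -1.35 and 0.89, and after rescaling -1.34 and 1.04. In edgeR, 568 genes were higher with MeT, 109 with DHT and 188 with MeT against DHT, and 98.4% of the MeT-altered genes moved in the same direction with DHT and 98.2% by less.

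The median of the interferon-stimulated genes for DHT changed direction, to 0.017 after rescaling and 0.011 in edgeR. For MeT, fry called the interferon-stimulated genes (-0.23) and camera did not. Camera with the estimated correlation no longer called the MHC class I genes for MeT (0.20) or DHT (0.12), the MYC target genes for DHT (-0.12) or the DNA repair genes for MeT against DHT (-0.59). In all, fry called 2 further pairs of list and comparison, and the estimated correlation lost 8, among them those of the DNA methylation regulators.

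Among single genes, DNMT3A was no longer detectable for MeT (-0.15 after rescaling, -0.16 in edgeR) or MeT against DHT (-0.16 and -0.17), and its DHT value turned positive (0.014 and 0.012). In the same 2 settings, MAVS (0.083 and 0.073), IRF3 (0.14 and 0.13) and ACTN1 (0.052 and 0.043) turned positive with MeT, IRF7 became detectable with DHT (0.32 in both), and ISG15 with MeT against DHT (0.23 in both). TBK1 with DHT turned positive after rescaling (0.0032). Without a mean-variance trend, ISG15 (0.27), HLA-B (0.18) and HLA-C (0.14) were not detectable with DHT, and neither was HLA-B with only the 2 treatments compared (0.18).

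Not all printed values were counted over the alternatives. The DHT change of TAP2, lost after rescaling, and the difference between MeT and DHT for MYBPC1, reversed by it, were not. Among the values counted, rescaling left 170 unchanged in direction and in detectability. It took 8 out of and 4 into detection, reversed 6 and moved 4 untested values by more than their spread. The corresponding numbers for edgeR were 170, 7, 4, 5 and 6. Without a trend 5 were lost and 1 gained, without the filter 2 were lost, and with the pseudocount of 0.1 or with only the 2 treatments 1 each.

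Same-numbered replicates did not deviate together. The correlations of their residuals lay between -0.058 and 0.13, so the numbers were taken not to pair the libraries. A replicate block left 1308, 274 and 463 called genes for MeT, DHT and MeT against DHT. It made the changes of IRF7 with DHT (0.28) and ARFGEF1 with MeT (-0.15) detectable and changed no other call.

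With each library left out in turn, between 1274 and 1383 genes were called for MeT, between 265 and 303 for DHT and between 440 and 513 for MeT against DHT. Of the genes altered by both hormones, the share changed more by MeT ranged from 98.3% without DHT replicate 2 to 100% without DHT replicate 3, and that of MeT-altered genes moving in the same direction by less with DHT from 98.3% without DHT replicate 2 to 99.2% without vehicle replicate 1. The mean differences ranged from -1.43 without DHT replicate 3 to -1.29 without DHT replicate 1, and from 0.88 without DHT replicate 2 to 1.01 without vehicle replicate 1. Over the same counted values, 42 were lost, 12 were gained and 17 reversed in the 9 fits together. In what follows, numbers after a treatment are replicates, those in parentheses are the libraries whose omission made the change, and the log2 fold changes are the extremes of the 9 fits.

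The direction changed for some genes. DNMT3A with DHT (DHT 2 and vehicle 1) ranged from -0.072 without DHT 1 to 0.027 without DHT 2. DDX58 with MeT (vehicle 1) ranged from -0.45 without vehicle 3 to 0.078 without vehicle 1. DDX58 with DHT (vehicle 3) ranged from -0.076 without vehicle 3 to 0.46 without vehicle 1. MAVS with DHT (DHT 1 and 2 and vehicle 3) ranged from -0.0067 without DHT 1 to 0.036 without DHT 3. TBK1 with DHT (vehicle 1) ranged from -0.081 without vehicle 2 to 0.024 without vehicle 1. IRF3 with MeT (MeT 3 and vehicle 2) ranged from -0.054 without vehicle 1 to 0.085 without vehicle 2. NCAPD3 with DHT (DHT 1 and vehicle 2) ranged from -0.013 without vehicle 2 to 0.052 without vehicle 1. CCDC67 with MeT (MeT 1 and 3 and vehicle 1) ranged from -0.053 without vehicle 1 to 0.13 without MeT 2. EIF2S1 with MeT (MeT 3 and vehicle 2) ranged from -0.038 without MeT 3 to 0.078 without MeT 1.

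The direction was kept and detectability changed for others. DNMT3A with MeT (vehicle 1) ranged from -0.34 without MeT 1 to -0.25 without vehicle 1. DNMT3A with MeT against DHT (DHT 1 and 3 and MeT 2 and 3) ranged from -0.32 without DHT 2 to -0.22 without DHT 1. ERV3-1 with DHT (DHT 2 and vehicle 2) ranged from -0.75 without vehicle 2 to -0.37 without DHT 3. MAVS with MeT (MeT 1) ranged from -0.12 without MeT 1 to -0.035 without MeT 3. TBK1 with MeT (MeT 1 and vehicle 2 and 3) ranged from 0.16 without vehicle 2 to 0.26 without vehicle 1. IRF7 with DHT (DHT 1, MeT 1 and vehicle 2) ranged from 0.18 without vehicle 1 to 0.38 without vehicle 2. ISG15 with DHT (vehicle 1) ranged from 0.21 without vehicle 1 to 0.33 without vehicle 2. ISG15 with MeT against DHT (MeT 1) ranged from 0.052 without MeT 2 to 0.20 without MeT 1. HLA-B with DHT (DHT 1 and 2, MeT 2 and 3 and vehicle 1, 2 and 3) ranged from 0.14 without DHT 2 to 0.22 without DHT 3. HLA-C with DHT (DHT 1, 2 and 3 and vehicle 1 and 3) ranged from 0.12 without vehicle 1 to 0.17 without vehicle 2. GAPDH with DHT (DHT 1 and 2 and vehicle 2 and 3) ranged from -0.18 without DHT 3 to -0.12 without vehicle 2. RB1 with MeT (MeT 2 and vehicle 1) ranged from -0.39 without vehicle 2 to -0.19 without vehicle 1. RB1 with DHT (vehicle 2) ranged from -0.34 without vehicle 2 to -0.14 without vehicle 1. WNT7B with DHT (DHT 3 and vehicle 2 and 3) ranged from -0.21 without DHT 2 to -0.17 without DHT 3. ISG20 with DHT (DHT 2) ranged from 0.28 without DHT 2 to 0.53 without DHT 1. LEF1 with MeT (MeT 1, 2 and 3 and vehicle 1 and 3) ranged from -0.77 without vehicle 2 to -0.48 without vehicle 1. MIR29C with MeT (MeT 2 and vehicle 1) ranged from 0.53 without vehicle 1 to 0.78 without MeT 3. ACTN1 with MeT (MeT 1) ranged from -0.17 without MeT 1 to -0.059 without MeT 2. VPS4B with MeT (MeT 1 and 2 and vehicle 1 and 3) ranged from -0.30 without MeT 3 to -0.17 without MeT 1. RAB9A with MeT (vehicle 1) ranged from -0.29 without vehicle 1 to -0.10 without MeT 1. ARFGEF1 with MeT (MeT 1 and vehicle 2) ranged from -0.22 without MeT 1 to -0.095 without vehicle 1.

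Depth limits the genes near the filter, and IFNB1 and DNMT3L had too few reads to be tested.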

Differences from the paper's values

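The averages over genes altered by both hormones were chosen only after the result was seen.

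The paper reports an average difference in log fold change between MeT and DHT of 1.51 for downregulated and 1.17 for upregulated genes, among the genes altered by both hormones. Over the 217 lower and 53 higher genes altered by both here, a set chosen after seeing the values, the corresponding sizes were 1.42 and 0.98. Each alternative set before the data were examined was averaged over the genes that it called itself for both hormones, not over this same set. Of these, the pseudocount of 0.1 closed the gap for downregulated genes (1.48). None of the others closed it, and none closed that for upregulated genes. Because the genes changed with the setting, its effect on the values of a fixed set was not tested.

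Of 75 log2 fold changes of named genes that Supplementary Dataset S2 gives, 29 differed from the values here by more than the spread between replicates, all with the same sign. The edgeR test on the recovered reads, one of the alternatives set before the data were examined, closed each of these gaps. No filter on low values, no mean-variance trend, only the 2 treatments compared, a replicate block and no limit on the fold change closed none of them. The gap was closed by rescaling and edgeR on the recovered reads, and not by the pseudocount of 0.1 and the pseudocount of 1, for B2M with MeT (1.35 against the paper's 1.47), KLK3 with MeT (0.98 against the paper's 1.10), TMPRSS2 with MeT (1.79 against the paper's 1.91), FKBP5 with MeT (2.70 against the paper's 2.83), MICAL1 with MeT (2.93 against the paper's 3.06), SLC41A1 with MeT (2.57 against the paper's 2.69), NCAPD3 with MeT (2.14 against the paper's 2.27), WNT7B with MeT (1.03 against the paper's 1.15), COPG1 with MeT (0.96 against the paper's 1.08), SEC24D with MeT (1.32 against the paper's 1.45), CAD with MeT (-1.31 against the paper's -1.20) and ODC1 with MeT (1.80 against the paper's 1.92). The gap was closed by the pseudocount of 0.1 and edgeR on the recovered reads, and not by the pseudocount of 1 and rescaling, for STEAP4 with MeT (5.99 against the paper's 6.93), STEAP4 with DHT (2.95 against the paper's 3.74), DTL with MeT (-4.32 against the paper's -4.50), ORM1 with DHT (2.18 against the paper's 2.69), ZNF367 with MeT (-3.93 against the paper's -4.33), EXO1 with MeT (-3.93 against the paper's -4.22) and LEF1 with DHT (-0.94 against the paper's -1.32). The gap was closed by edgeR on the recovered reads, and not by the pseudocount of 0.1, the pseudocount of 1 and rescaling, for ORM1 with MeT (4.03 against the paper's 4.65), KRT8 with MeT (2.64 against the paper's 2.76), RRM2 with MeT (-3.07 against the paper's -2.97), TYMS with MeT (-2.80 against the paper's -2.71) and LMNB1 with MeT (-2.94 against the paper's -2.85). The gap was closed by the pseudocount of 0.1, rescaling and edgeR on the recovered reads, and not by the pseudocount of 1, for ORM2 with MeT (3.68 against the paper's 4.10), HERC5 with MeT (1.13 against the paper's 1.28), MIR29C with DHT (1.01 against the paper's 1.25) and MYBPC1 with MeT (1.28 against the paper's 1.52). The gap was closed by the pseudocount of 1, rescaling and edgeR on the recovered reads, and not by the pseudocount of 0.1, for RANBP1 with MeT (-1.25 against the paper's -1.14).

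Leaving out 1 library, also set before the data were examined, closed the gap for some genes, with numbers standing for replicates. These were B2M with MeT (without MeT 1 and vehicle 1 and 3), FKBP5 with MeT (without MeT 3), DTL with MeT (without MeT 2 and vehicle 2), ORM1 with DHT (without DHT 1), ORM2 with MeT (without MeT 1 and vehicle 3), EXO1 with MeT (without MeT 1 and 3 and vehicle 1), MICAL1 with MeT (without MeT 2 and vehicle 2), SLC41A1 with MeT (without MeT 3), NCAPD3 with MeT (without MeT 2 and vehicle 1), HERC5 with MeT (without MeT 1 and vehicle 1 and 3), LEF1 with DHT (without vehicle 2), MIR29C with DHT (without DHT 1 and vehicle 2 and 3), MYBPC1 with MeT (without vehicle 1), SEC24D with MeT (without MeT 2 and vehicle 1) and RANBP1 with MeT (without MeT 1 and 2 and vehicle 3).

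Of the paper's 1212 MeT-altered genes, 1062 were called here (1112 after rescaling, 1185 in edgeR). For DHT, 248 of 285 were called (236 and 283), and for MeT against DHT 407 of 452 (382 and 439). Of the 1212 genes, 1210 were tested, and all 1210 moved in the paper's direction, as did all 285 and 452 of the other comparisons. These overlaps were counted on the deposited scale, after rescaling and in edgeR only.

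The paper lists KLK3, COPG1 and PAQR6 as altered by MeT and NDRG1 and LEF1 as altered by DHT, whereas on the deposited scale each stayed under the limit on the fold change. KLK3 (0.98), COPG1 (0.96) and PAQR6 (0.91) with MeT and NDRG1 (0.98) with DHT passed it after rescaling (1.14, 1.11, 1.06 and 1.02) and in edgeR. KLK3 also passed it without MeT replicate 2 or vehicle replicate 2, and NDRG1 without DHT replicate 1 or vehicle replicate 1. LEF1 with DHT (-0.94) passed it with the pseudocount of 0.1, in edgeR and without vehicle replicate 2. Exons of LEF1 overlap 1 other gene, which lies on the opposite strand.

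In Supplementary Dataset S2, LEF1, DKFZP586I1420 and MIR29C are the genes altered by DHT and not by MeT, and PAQR6 is the one not altered more by MeT. Here PAQR6, MIR29C, DKFZP586I1420 and CCDC67 were called with DHT and not with MeT, and LEF1 was called with neither. The paper has MYBPC1 altered more by MeT than by DHT. Here MYBPC1 changed by 1.28 with MeT and 1.34 with DHT, and MeT gave the larger value after rescaling (1.42 and 1.37), in edgeR and without DHT replicate 3.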

Other observations

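The tests chosen only after the result was seen were the scaling tests, those of transcript length and GC content in the form given, those of the common share, of the interferon-stimulated genes in both directions and of DNMT1 among E2F target genes, fry and the estimated correlation for the interferon-stimulated, MHC class I and DNA methylation regulator lists, and the alternatives for ISG15 with MeT against DHT.

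The paper measured genes of the viral mimicry response by qRT-PCR after several days of treatment. By Western blotting it also measured RIG-I, which DDX58 encodes, and TBK1 as protein at such later times. The RNA-seq values of these genes at 24 hours are given here as values only and do not test those later changes. The endogenous retroviral gene ERV3-1, whose exons overlap ZNF117, was expressed at 3.89 ± 1.04 CPM (SD, n = 3) with vehicle, 2.50 ± 0.634 CPM with DHT and 3.26 ± 0.467 CPM with MeT, and its log2 fold changes were -0.20 with MeT (adjusted p = 0.429) and -0.54 with DHT (adjusted p = 0.0651) by limma with Benjamini-Hochberg adjustment. By the same limma test, DDX58 changed by -0.22 with MeT (adjusted p = 0.366) and 0.16 with DHT (adjusted p = 0.621), and TMEM173 by 0.19 with MeT (adjusted p = 0.523) and 0.23 with DHT (adjusted p = 0.560). In limma, MAVS changed by -0.067 with MeT (adjusted p = 0.275) and 0.0085 with DHT (adjusted p = 0.925), TBK1 by 0.20 with MeT (adjusted p = 0.0235) and -0.038 with DHT (adjusted p = 0.749) and IRF3, whose exons overlap BCL2L12, by -0.0062 with MeT (adjusted p = 0.946) and 0.059 with DHT (adjusted p = 0.588). The changes of IRF7 were 0.76 with MeT (adjusted p = 1.47e-06) and 0.28 with DHT (adjusted p = 0.0546) in limma, with an adjusted p of 8.88e-04 for MeT against DHT. IFNB1 was listed at 0 in all vehicle and DHT libraries and in 2 of the MeT libraries and at 0.164 CPM in the third, too low to be tested.

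Single libraries mattered for several of these genes. ERV3-1 fell detectably with DHT without DHT replicate 2 (-0.68) or vehicle replicate 2 (-0.75). DDX58 was higher with MeT without vehicle replicate 1 (0.078) and lower with DHT without vehicle replicate 3 (-0.076). MAVS fell detectably with MeT without MeT replicate 1 (-0.12), its MeT value was 0.083 after rescaling, and its DHT value was negative without DHT replicate 1, DHT replicate 2 or vehicle replicate 3 (lowest -0.0067). The MeT change of TBK1 was not detectable without MeT replicate 1, vehicle replicate 2 or vehicle replicate 3 (lowest 0.16), and its DHT value was positive without vehicle replicate 1 (0.024) and after rescaling (0.0032). IRF3 with MeT was positive without MeT replicate 3 (0.031), without vehicle replicate 2 (0.085) and after rescaling (0.14). The DHT change of IRF7 was detectable without DHT replicate 1, MeT replicate 1 or vehicle replicate 2 (highest 0.38), after rescaling (0.32), in edgeR and with a replicate block.

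ISG15 changed by 0.39 with MeT (adjusted p = 1.21e-04) and 0.27 with DHT (adjusted p = 0.00999) in limma, and MeT and DHT were not detectably different for it on the deposited scale (adjusted p = 0.226 in limma). The difference was detectable after rescaling (0.23), in edgeR (0.23) and without MeT replicate 1 (0.20). Its DHT change was not detectable without vehicle replicate 1 (0.21) or without a mean-variance trend. B2M, on chromosome 15 from 45003556 to 45011049 of GRCh37, rose from 149.8 ± 5.57 CPM (SD, n = 3) to 275 ± 22.9 CPM with DHT and 383 ± 27.0 CPM with MeT, a log2 fold change of 1.35 with MeT and 0.87 with DHT. HLA-B rose by 0.38 and HLA-C by 0.20 with MeT. With DHT the values were 0.18 for HLA-B and 0.14 for HLA-C. Detectability with DHT depended on single libraries. It was lost for HLA-B in all fits but those without DHT replicate 3 or MeT replicate 1 (0.14 to 0.22 over the 9 fits), and for HLA-C in those without any one of the DHT libraries, vehicle replicate 1 or vehicle replicate 3 (0.12 to 0.17). HLA genes share near-identical stretches, so the authors' counting could have split their reads. The exons of DDX58, TBK1, ISG15, HLA-B and GAPDH also overlap other annotated genes, none of them measured.

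GAPDH, the reference gene of the qRT-PCR, changed by -0.25 with MeT (adjusted p = 5.03e-05) and -0.15 with DHT (adjusted p = 0.0200) in limma. Its MeT change was not detectable after rescaling (-0.10), nor its DHT change after rescaling (-0.11), in edgeR, without the filter, without a trend, or without DHT replicate 1, DHT replicate 2, vehicle replicate 2 or vehicle replicate 3 (-0.18 to -0.12 over the 9 fits). RB1 changed by -0.29 with MeT (adjusted p = 0.0210) and -0.24 with DHT (adjusted p = 0.0957) in limma. Its MeT change was not detectable after rescaling (-0.14), in edgeR, without the filter, without a trend, without MeT replicate 2 (-0.19) or without vehicle replicate 1 (-0.19), and its DHT change was detectable without vehicle replicate 2 (-0.34). EZH2 changed by -1.91 with MeT (adjusted p = 6.66e-15) and -0.82 with DHT (adjusted p = 2.70e-07) in limma.

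Of the 50 interferon-stimulated genes, 38 were tested. Their median log2 fold change was -0.23 with MeT (-0.075 relative to all genes, adjusted p = 0.890 by camera in limma with Benjamini-Hochberg adjustment) and -0.024 with DHT (adjusted p = 0.625 by the same camera test). After rescaling the medians were -0.087 and 0.017, so that the direction for DHT changed. Detectable changes were found for 20 members with MeT, adjusted over the list alone and over all genes tested, 13 lower and 7 higher. With DHT there were 6 adjusted over the list alone and 7 over all genes. Called with MeT were ISG20, HERC5, OAS3 (-2.30) and CMPK2 (-1.29, with an overlapping gene on the opposite strand). CMPK2 was expressed at 0.606 CPM with MeT and 2.09 CPM with vehicle, and without MeT replicate 2 its change (-0.83) was under the limit. The scaling or low expression could make members move in both directions. After rescaling 12 members were lower and 9 higher, and among members with a mean of at least 10 CPM 7 were higher and 6 lower, so neither removes the pattern. Fry called the list for MeT. That test asks whether members shift together in a single direction, whatever other genes do, whereas camera asks whether they shift more than other genes. Fry was run on the deposited scale only, where the median of all genes with MeT also lay below 0 (-0.15).

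The 21 MHC class I antigen presentation genes, 19 of them tested, had a median of 0.20 with MeT (0.35 relative to all genes, adjusted p = 0.00618 by camera in limma with Benjamini-Hochberg adjustment) and 0.12 with DHT (adjusted p = 0.0144 by the same camera test). Adjusted over the list alone and over all genes tested, 12 members changed detectably with MeT, 9 higher and 3 lower, and 10 with DHT, 8 higher and 2 lower. After rescaling, 11 were higher and 2 lower with MeT, and 9 were higher with DHT, while the DHT change of TAP2 was no longer detectable (-0.17 against -0.21 on the deposited scale). B2M, TAPBPL (0.66) and PDIA3 (0.57) rose most with MeT, the last 2 with exons that overlap other genes, VAMP1 and ELL3 among them. The members with the lowest MeT values were NLRC5 (-1.14), which was expressed at 0.899 CPM with MeT and 2.58 CPM with vehicle and whose change was under the limit with a pseudocount of 1 (-0.91), TAP2 (-0.74), whose exons overlap a gene on the same strand, and ERAP2 (-0.29), whose change was detectable only without a mean-variance trend. The list holds genes, HLA-B, HLA-C and B2M among them, that the paper chose for qRT-PCR. Of the 19 DNA methylation regulators, 18 were tested, with a median of -0.56 with MeT (-0.41 relative to all genes, adjusted p = 0.00154 by camera in limma with Benjamini-Hochberg adjustment) and -0.20 with DHT (adjusted p = 0.00211 by the same camera test). With each hormone 16 members were lower on the deposited scale, and 16 changed detectably with MeT and 9 with DHT adjusted over the list alone, 16 and 8 over all genes. The calls of both lists held under fry and were lost for MeT and DHT when camera estimated the correlation from the data. UHRF1 and HELLS (-3.17, with an overlapping gene) fell most with MeT. UHRF2 rose (0.37), as did MBD2 (0.050), whose change was detectable only after rescaling (0.20) or in edgeR (0.19). DNMT3L, whose exons overlap 2 other genes, 1 of them on the opposite strand, was listed at 0 in every library.

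The median log2 fold change of all genes lay below 0 with MeT on the deposited scale (-0.15). If a few abundant genes took more of the reads, it should shrink without them. Without the 100 genes of highest mean CPM, which held 17.1% of the reads with vehicle and 18.5% with MeT, it was -0.13, so they are at most a small part of it. Between the deepest and the shallowest vehicle library the median was -0.010, which argues against library size. Whether total RNA per cell differed cannot be read from CPM and stays open.

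On the deposited scale, more genes fell than rose with MeT. Among genes past the limit on the fold change, the share that fell depended on the scaling, which did not remove the excess. After rescaling, 59.2% of these called genes fell (Wilson 95% confidence interval 56.4% to 61.8%). Among all detectable genes, 66.0% fell on the deposited scale and 49.6% after rescaling. Rescaling centres all genes near 0 and so brings this second share close to even by itself. For the detectable genes as a whole, a decrease and the scaling of the deposited values therefore cannot be told apart. A trend with transcript length and GC content explained 2.52% of the variance of the MeT change across the 11964 genes with values (95.9% of those tested), and after its removal, with the mean change of all genes kept, 72.9% of 1254 called genes fell (interval 70.4% to 75.3%), which argues against this trend as the cause. The median of the E2F target genes was -2.46 after the trend was removed and -2.27 after rescaling, which argues against both as the cause of their decrease. DNMT1 is a member of that list, and 68.7% of its 67 other members fell more than DNMT1 did with MeT. Its decrease may therefore be part of the decrease of E2F target genes, a hypothesis that these libraries cannot separate from a direct effect on DNMT1.

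As a further hypothesis, the DHT response may be a fixed share of the MeT response. Over the MeT-altered genes, the common share was 0.43, both on the deposited scale and after rescaling. A departure was computed as the DHT change minus this share of the MeT change and tested in limma with Benjamini-Hochberg adjustment over the MeT-altered genes. It was detectable for 153 of the 1308 genes (11.7%), of which 80 responded less to DHT and 73 more than the share gives. After rescaling 152 departed, 132 of them the same genes. Data simulated with 1 common share gave 0.17 departures on average and at most 3, so a single share for all genes is excluded. The genes named next were chosen after their values were seen. By adjusted p-value, the strongest departures after NCAPD3 were those of GADD45G (2.78 with MeT, 0.23 with DHT), ERRFI1 (2.26 and 0.20), CHRNA2 (1.51 and 1.29) and ODC1 (1.80 and 0.29). MYC itself fell by 1.68 with MeT and by 0.24 with DHT, less with DHT than the share gives. The cause of these departures was not tested.

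The lists departed from the common share in different directions. The median departure was -0.10 for DNA repair genes (adjusted p = 1.56e-04) and -0.075 for mitotic genes (adjusted p = 4.03e-05), which thus fell more with DHT than the share gives, by camera in limma with Benjamini-Hochberg adjustment. It was 0.076 for androgen-responsive genes (adjusted p = 0.0132) and 0.070 for MYC target genes (adjusted p = 0.00826) by camera in limma with Benjamini-Hochberg adjustment. After rescaling these 4 lists kept their direction and their call. The other 6 lists did not depart detectably on either scale. The cause of these departures was not tested.

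Other splits of the libraries were examined for each comparison. Of the 10 splits of 6 libraries into 3 and 3, 1, the real one, gave as many called genes for MeT against vehicle, and the same number, 1 of 10, was found for DHT against vehicle and for MeT against DHT. For the list medians it was also 1 of 10 splits, except for the interferon-stimulated genes with DHT (5 of 10) and the MHC class I genes for MeT against DHT (3 of 10). With 10 splits the share is never under 0.1, so this count alone cannot exclude a grouping by chance.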
